# Thrombospondin 1 aggravates cardiac remodeling in heart failure with preserved ejection fraction by inhibiting mitophagy

**DOI:** 10.1016/j.isci.2026.114639

**Published:** 2026-01-07

**Authors:** Xingpeng Bu, Shuo Sha, Zhenzhen Zhang, Sicheng Bian, Shuhui Feng, Chunxia Li, Lei Wang, Huanzhen Chen

**Keywords:** Cell biology, Omics, Model organism

## Abstract

Heart failure with preserved ejection fraction (HFpEF) accounts for over half of all heart failure cases, but its underlying mechanisms remain unclear. Mitochondrial dysfunction and defective mitophagy are increasingly recognized as central features of HFpEF. Thrombospondin 1 (Thbs1), a matricellular protein involved in cardiovascular remodeling, has not been explored in this context. Here, we show that *Thbs1* expression is elevated in HFpEF myocardium and that *Thbs1* aggravates cardiac dysfunction by inhibiting mitophagy. In a “two-hit” HFpEF mouse model induced by high-fat diet and L-NAME, AAV9-mediated *Thbs1* knockdown improved diastolic function, reduced fibrosis and inflammation, and mitigated PI3K/Akt/mTOR pathway activation revealed by transcriptomic and proteomic profiling. Mechanistically, *Thbs1* silencing restored autophagic flux, enhanced mitochondrial clearance, and preserved mitochondrial homeostasis in cardiomyocytes. These findings identify *Thbs1* as a key suppressor of mitophagy in HFpEF and a potential therapeutic target for this prevalent condition.

## Highlights

• *Thbs1* is upregulated in myocardium of HFpEF mice and correlates with remodeling
• *Thbs1* knockdown alleviates fibrosis, hypertrophy, and oxidative stress in HFpEF mice
• *Thbs1* suppresses mitophagy by activating the PI3K/Akt/mTOR signaling pathway
• Targeting *Thbs1* restores mitochondrial homeostasis and improves diastolic function in HFpEF

## Introduction

Heart failure with preserved ejection fraction (HFpEF) represents an increasingly prevalent and complex clinical syndrome, accounting for more than half of all heart failure cases, particularly among elderly individuals and those with obesity or metabolic comorbidities.^1^^,^^2^^,^^3^ Despite its high prevalence, efficacious treatment strategies remain lacking, primarily due to the multifactorial and heterogeneous nature of its pathophysiology. Hallmark features of HFpEF include diastolic dysfunction, left ventricular hypertrophy (LVH), interstitial fibrosis, and chronic low-grade inflammation.^4^^,^^5^^,^^6^^,^^7^ These alterations are further compounded by systemic metabolic disturbances, which synergistically contribute to disease onset and progression.

Thrombospondin 1 (Thbs1), a matricellular glycoprotein secreted in response to tissue stress, is known to modulate angiogenesis, extracellular matrix (ECM) remodeling, and immune responses.^8^^,^^9^^,^^10^ While *Thbs1* has been implicated in pathological cardiac hypertrophy and ischemic injury, its specific role in HFpEF has not been clarified.^11^^,^^12^^,^^13^^,^^14^ Given the prominent fibrotic and inflammatory milieu in HFpEF, we hypothesized that *Thbs1* might contribute to disease pathogenesis through modulation of intracellular stress responses.

Mitochondrial dysfunction and defective mitophagy—the selective degradation of damaged mitochondria—are increasingly recognized as critical events in HFpEF.^15^^,^^16^^,^^17^ Cardiomyocytes rely heavily on mitochondrial quality control to maintain energetic and redox balance.^18^^,^^19^ Impaired mitophagy leads to the accumulation of dysfunctional mitochondria, reactive oxygen species (ROS), and inflammatory signals, which collectively exacerbate myocardial dysfunction.^20^^,^^21^ Among the upstream regulators of mitophagy, the phosphatidylinositol 3-kinase (PI3K)/protein kinase B (Akt)/mechanistic target of rapamycin (mTOR) signaling pathway plays a pivotal role in integrating metabolic and stress signals to determine autophagic activity.^22^ Aberrant activation of this pathway not only suppresses autophagic and mitophagic flux but also promotes pathological cardiac remodeling, hypertrophy, and metabolic dysregulation.^23^^,^^24^ However, whether Thbs1 influences HFpEF progression through modulation of the PI3K/Akt/mTOR axis remains unclear.

In this study, we employed a well-established “two-hit” HFpEF mouse model—combining a high-fat diet (HFD) with nitric oxide synthase inhibition (L-NAME)—to investigate the role of *Thbs1* in regulating mitochondrial homeostasis and cardiac remodeling. Using adeno-associated virus (AAV9)-mediated gene knockdown *in vivo* and both loss- and gain-of-function assays in H9c2 cardiomyocytes *in vitro*, we comprehensively examined how Thbs1 influences mitophagy, mitochondrial dynamics, and oxidative stress under HFpEF-like conditions. Integrated transcriptomic and proteomic analyses revealed enrichment of the PI3K/Akt/mTOR signaling pathway in HFpEF myocardium and its positive correlation with *Thbs1* expression. Our findings suggest that *Thbs1* contributes to HFpEF progression by suppressing mitophagy through activation of the PI3K/Akt/mTOR axis, highlighting *Thbs1* as a potential therapeutic target for restoring mitochondrial quality control in HFpEF.

## Results

### “Two-hit” mouse model induces diastolic cardiac dysfunction

Male C57BL/6 mice (6–8 weeks old) were subjected to HFD combined with L-NAME administration for 12 weeks (Figure 1A). Mice in the HFpEF group developed elevated blood pressure (Figures 1B and 1C). Echocardiographic evaluation revealed hallmark features of HFpEF, including diastolic dysfunction, as evidenced by increased E/A and E/e′ ratios and reduced global longitudinal strain (GLS), while left ventricular ejection fraction (LVEF) and fractional shortening (LVFS) were preserved (Figures 1D–1I). The thickness of the left ventricular posterior wall (LVPW) exhibited an increasing trend (Figure 1J). Additionally, both heart weight and plasma N-terminal pro-B-type natriuretic peptide (NT-proBNP) levels were significantly elevated (Figures 1K and 1L).

**Figure 1:**
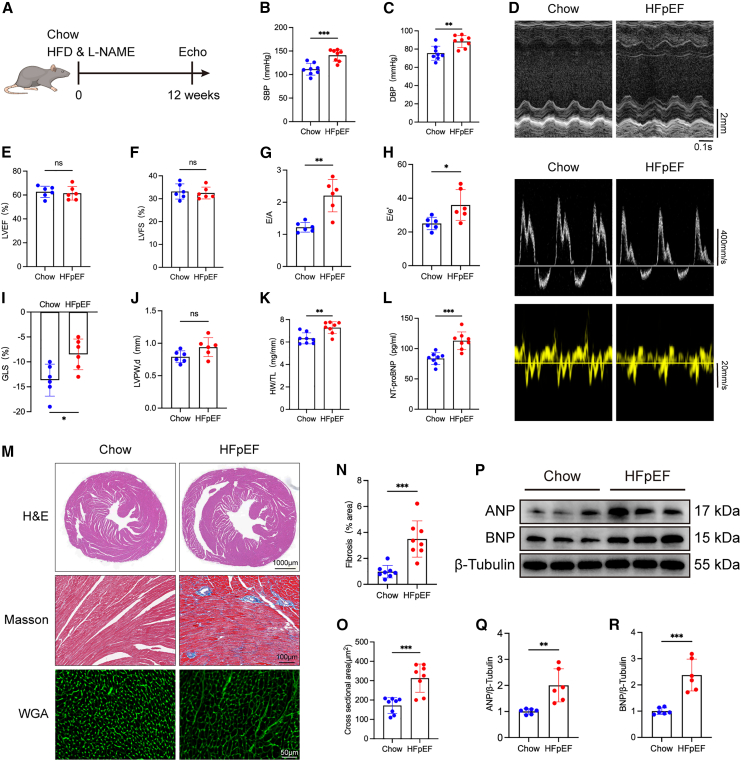
The “two-hit” mouse model recapitulates hallmark features of HFpEF (A) Schematic representation of the experimental protocol. Male C57BL/6 mice (6–8 weeks old) were fed a high-fat diet (HFD) and received L-NAME (0.5 g/L in drinking water) for 12 weeks to induce HFpEF. (B and C) Bar graphs showing systolic blood pressure (SBP) (B) and diastolic blood pressure (DBP) (C), respectively (*n* = 8 biological replicates per group, each measured in triplicate). (D) Representative transthoracic echocardiographic images. (E–J) Quantitative analysis of echocardiographic parameters, including left ventricular ejection fraction (LVEF) (E), fractional shortening (LVFS) (F), E/A ratio (G), E/e′ ratio (H), global longitudinal strain (GLS) (I), and end-diastolic left ventricular posterior wall thickness (LVPWd) (J), (*n* = 6 biological replicates, each averaged from three technical measurements). (K and L) Heart weight-to-tibia length (HW/TL) ratio (K) and plasma NT-proBNP levels (L) (*n* = 8 biological replicates). (M) Representative histological images of hematoxylin-eosin (H&E), Masson’s trichrome, and wheat germ agglutinin (WGA) staining showing cardiomyocyte hypertrophy and interstitial fibrosis. The Scale bars for H&E staining is 1,000 μm, for Masson’s trichrome staining is 100 μm, and for WGA staining is 50 μm. (N and O) Quantification of myocardial fibrotic area (N) and cardiomyocyte cross-sectional area (O) (*n* = 8 biological replicates, each quantified from five random fields per section). (P) Representative western blot images showing hypertrophic markers atrial natriuretic peptide (ANP) and B-type natriuretic peptide (BNP). (Q and R) Densitometric quantification of ANP (Q) and BNP (R) expression normalized to GAPDH (*n* = 6 biological replicates, each from independent tissue lysates). Data are presented as mean ± SD. Statistical significance was determined using an unpaired two-tailed Student’s *t* test for all two-group comparisons. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, indicating the level of statistical significance for each comparison.

Histological examination using Masson’s trichrome and wheat germ agglutinin (WGA) staining demonstrated marked myocardial fibrosis and cardiomyocyte hypertrophy in HFpEF mice (Figures 1M–1O). Western blot analysis further confirmed elevated expression levels of atrial natriuretic peptide (ANP) and BNP (Figures 1P–1R).

Collectively, these findings establish a representative murine HFpEF model characterized by hypertension, diastolic dysfunction, ventricular hypertrophy, and myocardial fibrosis.

### Thbs1 is upregulated in the hearts of HFpEF mice

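Left ventricular myocardium from 3 HFpEF mice and 3 chow-fed control mice was sequenced, with 1 library per mouse. The HFpEF mice had received a high-fat diet, with 60% of its kcal from fat, and L-NAME, an inhibitor of nitric oxide synthase, at 0.5 g/L in drinking water for 12 weeks. Control (Chow) mice had received standard chow and regular water. Libraries are named below by group and replicate number. The authors aligned clean reads with HISAT2, counted them per gene with featureCounts, and deposited FPKM (fragments per kilobase of exon, scaled to library size) for 54532 genes. FPKM was multiplied by the exon length in GENCODE release M21 (GRCm38). At a relative tolerance of 1e-06, 96.1% to 96.2% of the values were then whole multiples of 1 step per library. Reads recovered from these steps totalled 13076760 to 15574926 per Chow library (median 13257175) and 13461739 to 16027101 per HFpEF library (median 15196299). Mitochondrially encoded genes took 24.8% ± 1.03 (SD, n = 3) of the recovered reads in Chow and 16.6% ± 8.27 (SD, n = 3) in HFpEF, where replicate 3 had 7.17%. Scaling between libraries by the median of ratios, which the authors' DESeq2 applies to counts, gave factors from 0.999 to 1.00. HFpEF and Chow were compared with limma's moderated test on log2(FPKM + 0.1) for the 14225 genes with FPKM of at least 0.5 in at least 3 libraries. As in the paper's methods (its results text and the legend of Figure 2 write p), DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2. In a principal component analysis of the tested genes, the first component held 42.3% of the variance. Chow libraries lay between −35.8 and −31.7 on it, HFpEF replicates 1 and 2 at 11.6 and 12.7, and HFpEF replicate 3 at 75.5.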

To investigate molecular mechanisms underlying HFpEF, transcriptomic analysis was performed. 

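Of the 14225 genes tested, 8 were DEGs with higher expression in HFpEF hearts and 0 were DEGs with lower expression, while 3320 genes had an unadjusted p under 0.05. The DEG with the largest fitted log2 fold change was Cfd (ENSMUSG00000061780), which encodes complement factor D, also called adipsin, and lies on chromosome 10 of GRCm38 from 79890853 to 79892655. Cfd had 0 reads in every Chow library and 407 to 591 reads in the HFpEF libraries. Its FPKM of 32.0 ± 8.01 (SD, n = 3) in HFpEF was at least 124-fold higher than in Chow, with 3 reads taken as the limit that a count of 0 allows. The fitted log2 fold change, which depends on the pseudocount for such a gene, was 8.29 (standard error 0.22, adjusted p = 9.48e-05 from limma). By lower bound of the fold, Car3 was above Cfd. Car3, Cyp2e1, Cidec and Adipoq had at most 2 reads in any Chow library and were at least 281-fold, 77.7-fold, 48.4-fold and 28.7-fold higher in HFpEF hearts, respectively. Hp (ENSMUSG00000031722), on chromosome 8 from 109575128 to 109579172, had an FPKM of 16.0 ± 8.21 (SD, n = 3) in HFpEF against 0.533 ± 0.122 (SD, n = 3) in Chow. Its log2 fold change was 4.57 (standard error 0.36, adjusted p = 0.0221 from limma). The small nucleolar RNA gene Gm25965 had 2 to 8 reads per HFpEF library and was at least 1.28-fold higher. The microRNA gene Mir199a-1 had 2 or 3 reads per HFpEF library, within the 3-read limit in both groups. For all 8 DEGs, every HFpEF library was above every Chow library, which held in either direction for 35.3% of the tested genes and holds for 10% by chance. Of the 8 DEGs, Adipoq, Car3, Cfd and Cidec belong to a list of adipocyte marker genes, and Hp and Cyp2e1 to a list of liver marker genes. With an unadjusted p under 0.05 in place of the adjusted p, 86 genes were higher and 23 lower. Without HFpEF replicate 3, 47 genes were higher and 12 lower, and without HFpEF replicate 2, 23 were higher and 1 lower. Without HFpEF replicate 1, 3 genes were higher. Without any 1 Chow library, Cfd and Cyp2e1 were the only DEGs, and the adjusted p of the other 6 genes lay between 0.120 and 0.175 (limma). Cyp2e1 had an adjusted p of 0.0545 without HFpEF replicate 1. The adjusted p of Cfd lay between 4.02e-05 and 0.0596 over all alternatives and was above 0.05 only with voom on recovered reads, an alternative chosen after the data were seen.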

A total of 259 DEGs were identified in HFpEF hearts relative to chow-fed controls, including 254 upregulated and 5 downregulated genes (|log_2_ fold change| ≥ 2, *p* < 0.05) (Figure 2A). 

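Across the 8 DEGs, the median log2 ratio of FPKM + 0.1 to the Chow mean was 6.12 in HFpEF replicate 1, 6.10 in replicate 2 and 5.40 in replicate 3. The libraries were also compared over the 210 tested genes whose mean FPKM was at least 4-fold higher in HFpEF than in Chow, a set chosen after the number of DEGs was seen. All 8 DEGs belong to this set. In 142 of these genes (67.6%), every HFpEF library was above every Chow library. For genes not selected for a difference this holds in 5% by chance (10% in either direction), and the choice by mean raises the share. The median log2 ratio over the 210 genes was 1.99 in HFpEF replicate 1, 1.75 in replicate 2 and 2.98 in replicate 3. HFpEF replicate 3 was the highest HFpEF library for 117 genes (55.7%), replicate 2 for 50 and replicate 1 for 43. Col1a1, chosen after its values were seen, had an FPKM of 53.9, 87.3 and 2252 in HFpEF replicates 1, 2 and 3, against 24.9 to 27.2 in Chow. Of the 210 genes, 158 were protein-coding and 35 had exons of under 200 bases in all.

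**Figure D1:**
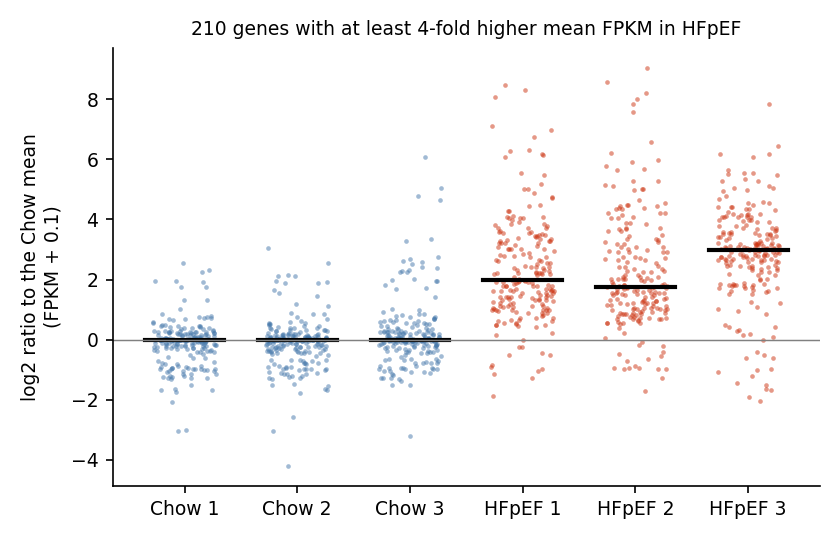
Log2 ratio of FPKM + 0.1 to the Chow mean (vertical axis) in each library for the 210 genes with at least 4-fold higher mean FPKM in HFpEF. Each point is 1 gene and each bar the median of a library, which is 1.99, 1.75 and 2.98 in HFpEF replicates 1, 2 and 3.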

A heatmap illustrating the DEGs is presented in Figure 2B. 

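Gene lists for the 5 pathways were assembled by hand, since the KEGG gene sets were not used here. The ECM-receptor interaction list had 62 tested genes, protein digestion and absorption 47, PI3K-Akt signaling 239, cytokine-cytokine receptor interaction 119, and focal adhesion 173. Each list held 0 of the 8 DEGs (one-sided Fisher's exact test, adjusted p = 1 for each list). With so few DEGs, 0 is likely by chance alone and does not argue against enrichment. Over all genes tested, 0 genes of these lists had an adjusted p under 0.05. At an unadjusted p under 0.05 the ECM-receptor interaction list had 23 genes, protein digestion and absorption 15, PI3K-Akt signaling 61, cytokine-cytokine receptor interaction 33, and focal adhesion 43. With p adjusted over the list alone, the counts under 0.05 were 5, 9, 4, 0 and 9 in the same order. The overlap moved with the definition of a DEG. Among the 109 genes past an unadjusted p of 0.05 and the fold threshold, the lists held 5, 6, 7, 1 and 5 genes (Fisher's exact test, adjusted p = 0.000275, 7.33e-06, 0.00403, 0.601 and 0.0133). Without HFpEF replicate 2 the lists held 4, 2, 4, 0 and 4 of the 24 DEGs (adjusted p = 1.63e-05, 0.00352, 0.00106, 1 and 0.000464, Fisher's exact test). Without HFpEF replicate 3 the protein digestion and absorption list held 3 of the 59 DEGs (adjusted p = 0.00483, Fisher's exact test). Over all alternatives the adjusted p for every list ran up to 1, from a lowest value of 1.44e-10, 6.99e-10, 1.85e-05, 0.145 and 1.37e-05.

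A set test that needs no DEG threshold, limma's camera with an inter-gene correlation of 0.01, placed the genes of each list higher in HFpEF hearts. The median log2 fold change was 0.36 for ECM-receptor interaction (adjusted p = 0.000117), 0.45 for protein digestion and absorption (4.93e-05), 0.12 for PI3K-Akt signaling (0.00841), 0.39 for cytokine-cytokine receptor interaction (4.93e-05) and 0.19 for focal adhesion (0.00144). Genes with a rise numbered 48 of 62, 38 of 47, 151 of 239, 88 of 119 and 118 of 173. With limma's fry, protein digestion and absorption kept an adjusted p under 0.05 (0.0255) and the other lists did not (0.0954 each). With camera's estimated correlation no list did, at 0.133 for protein digestion and absorption and 0.243 for the others. Without HFpEF replicate 3, the median fell to 0.23 for cytokine-cytokine receptor interaction, to 0.066 for PI3K-Akt signaling and to 0.099 for focal adhesion. In the protein digestion and absorption list, the 25 tested collagen genes all rose, with a median log2 fold change of 1.08. The 5 peptidase genes of that list had a median of 0.20 and its 17 transporter genes a median of 0.14.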

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed significant involvement of ECM-receptor interaction, protein digestion and absorption, PI3K-Akt signaling, cytokine-cytokine receptor interaction, and focal adhesion (Figure 2C).

**Figure 2:**
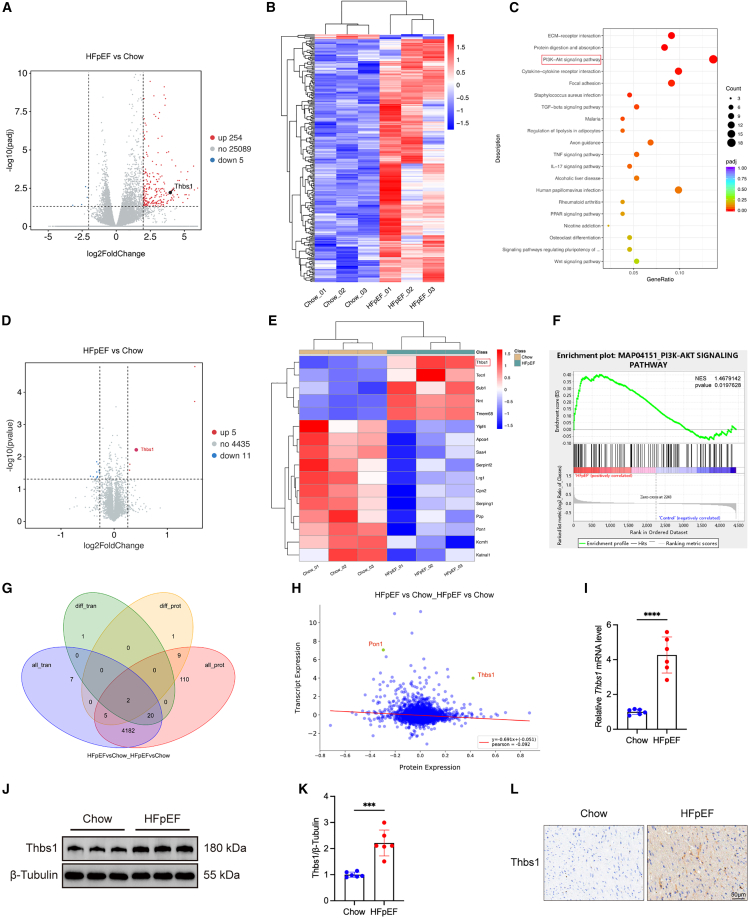
Integrated transcriptomic and proteomic analyses reveal upregulation of *Thbs1* and activation of the PI3K/Akt/mTOR signaling pathway in hearts of HFpEF mice (A) Volcano plot showing differentially expressed genes (DEGs) between HFpEF and Chow mice (|log_2_ fold change| ≥ 2, *p* < 0.05; *n* = 3 biological replicates per group). (B) Heatmap showing expression patterns of DEGs across samples. (C) KEGG pathway enrichment analysis of DEGs. (D) Volcano plot showing differentially expressed proteins (DEPs) from TMT-based proteomics (fold change >1.2 or <0.83, *p* < 0.05; *n* = 3 biological replicates per group). (E) Heatmap of DEPs illustrating group clustering. (F) Gene set enrichment analysis (GSEA) showing activation of the PI3K-Akt signaling pathway at the protein level. (G) Venn diagram showing the overlap between DEGs and DEPs with consistent expression trends. (H) Correlation plot of transcriptomic and proteomic fold changes showing concordance between mRNA and protein expression. (I) Validation of *Thbs1* mRNA upregulation by quantitative reverse-transcription PCR (RT-qPCR) (*n* = 6 biological replicates per group, each measured in triplicate). (J) Representative western blot bands of Thbs1 protein expression. (K) Quantification of Thbs1 protein levels (*n* = 6 biological replicates per group, each measured in triplicate). (L) Immunohistochemical staining of Thbs1 in myocardial sections from Chow and HFpEF mice (Scale bars, 50 μm). Data are presented as mean ± SD. Statistical significance was determined using an unpaired two-tailed Student’s *t* test for two-group comparisons. ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, indicating the level of statistical significance for each comparison.

Proteomic analysis using tandem mass tag (TMT)-based quantitative mass spectrometry identified 16 differentially expressed proteins (DEPs) between HFpEF and control groups, including 11 downregulated and 5 upregulated proteins (fold change >1.2 or <0.83, *p* < 0.05) (Figures 2D and 2E). Gene set enrichment analysis (GSEA) revealed significant activation of the PI3K-Akt pathway at the protein level in HFpEF hearts (Figure 2F).

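The transcripts of the differentially expressed proteins were examined for the 15 gene symbols that could be read in Figure 2E; the protein values were not analysed here. Of these 15 genes, 8 passed the FPKM minimum. Over all genes tested, 0 of the 8 had an adjusted p under 0.05, and 3 had an unadjusted p under 0.05 (2 higher, 1 lower). With p adjusted over the list alone, 2 genes were under 0.05, with a lowest value of 0.0115 (limma). The paper's methods state that the proteins came from the same ventricle samples, so that count is not independent evidence. Serping1 was higher in HFpEF hearts (log2 fold change 0.85, adjusted p = 0.0988 from limma over all genes) and Cpn2 was lower (−1.05, adjusted p = 0.119). Serping1 passed an adjusted p of 0.05 without HFpEF replicate 3 (0.77, adjusted p = 0.0330), over a range of 0.0327 to 0.338 across its alternatives. Pon1 (ENSMUSG00000002588), which encodes paraoxonase 1 and lies on the minus strand of chromosome 6 from 5168090 to 5193946, had 0 reads in every Chow library. The HFpEF libraries had 38, 43 and 10 Pon1 reads in replicates 1, 2 and 3, an FPKM of 0.667 ± 0.424 (SD, n = 3). Pon1 was thus at least 8.11-fold higher in HFpEF hearts, a log2 of 3.02 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). It did not reach the FPKM minimum in 3 libraries and was not tested. With no filter its adjusted p was 0.190, and with a minimum of 10 recovered reads, chosen after the data were seen, 0.0848 (limma).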

Integrated transcriptomic and proteomic analyses identified two overlapping genes/proteins with concordant changes (Figure 2G). Among them, Thbs1 was significantly upregulated at both mRNA and protein levels in HFpEF mice, validated by quantitative reverse-transcription PCR (RT-qPCR) and western blotting (Figures 2H–2K). 

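Thbs1 (ENSMUSG00000040152) lies on the plus strand of chromosome 2 of GRCm38 from 118111876 to 118127133 and has 6073 bases of exon. Its FPKM was 0.960, 1.53 and 1.51 in Chow replicates 1, 2 and 3 and 17.1, 1.74 and 44.7 in HFpEF replicates 1, 2 and 3. These values rest on 83, 109 and 111 recovered reads in Chow and on 1442, 179 and 5242 in HFpEF. The mean was 1.33 ± 0.324 (SD, n = 3) in Chow and 21.2 ± 21.8 (SD, n = 3) in HFpEF, a ratio of 15.9. Every HFpEF library was above every Chow library (exact permutation test, two-sided, p = 0.1). HFpEF replicate 2 exceeded the highest Chow library by less than the Chow SD. The log2 fold change was 3.00 (standard error 1.08, adjusted p = 0.179 over all genes from limma), so Thbs1 did not pass the adjusted p of 0.05. With an unadjusted p under 0.05 in its place, Thbs1 was a DEG. Adjusted over the list alone, its p (limma) was 0.160 in the list of named genes and 0.0789 among the proteins read in Figure 2E. It was 0.108 in the ECM-receptor interaction list, 0.147 in focal adhesion, 0.150 in PI3K-Akt signaling and 0.149 over all 5 pathway lists. The log2 fold change ranged from 2.00 without HFpEF replicate 3 to 4.30 without HFpEF replicate 2 over all alternatives, with adjusted p from 0.0432 to 0.377. The adjusted p was under 0.05 only in the fits without HFpEF replicate 2. From the overlap of changed transcripts and changed proteins the paper arrives at Thbs1, which it states was higher at both levels in HFpEF mice. It also reports the rise by RT-qPCR, western blot and immunohistochemistry, and then tests the function of Thbs1 by knockdown.

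**Figure D2:**
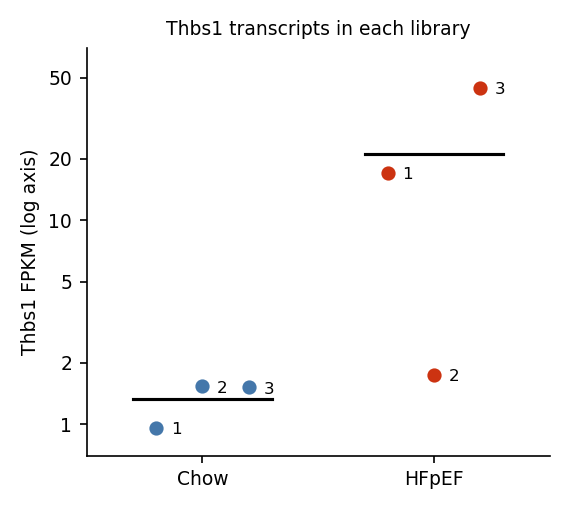
Thbs1 FPKM (vertical log axis) in each library of the Chow and HFpEF groups. Points are mice, numbered by replicate, and bars are group means, 1.33 in Chow and 21.2 in HFpEF, where replicate 2 lies at 1.74.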

Immunohistochemical staining confirmed enhanced Thbs1 expression localized to both cardiomyocytes and the interstitial space (Figure 2L). Additionally, western blot analysis demonstrated activation of the PI3K/Akt/mTOR pathway in the myocardium of HFpEF mice (Figures S1A–S1D).

### *Thbs1* knockdown attenuates pathological cardiac remodeling in HFpEF mice

To investigate the functional role of *Thbs1 in vivo*, we employed an AAV9, serotype 9 vector (AAV9-cTnT-sh*Thbs1*) designed to achieve cardiomyocyte-specific knockdown of *Thbs1*. The vector expresses a short hairpin RNA embedded within a miR-30 backbone under the control of the cardiac troponin T (cTnT) promoter, ensuring efficient silencing and minimizing systemic or developmental confounders commonly associated with germline knockout models.

Cardiomyocyte specificity of the cTnT promoter was validated using a parallel AAV9-cTnT-EGFP reporter construct, which exhibited restricted EGFP fluorescence in ventricular cardiomyocytes, as shown by immunofluorescence staining of cardiac cryosections (Figure S2A). RT-qPCR and western blot analyses performed 4 weeks post-injection confirmed robust and specific myocardial suppression of Thbs1 expression (Figures S2B–S2D).

Following AAV administration, mice were simultaneously subjected to HFD and L-NAME treatment to induce the HFpEF phenotype (Figure 3A). This parallel design ensured that *Thbs1* knockdown occurred throughout the development of HFpEF. Systolic blood pressure did not differ significantly between AAV9-cTnT-sh*Thbs1* and AAV9-NC mice under either Chow or HFpEF conditions, suggesting that the cardioprotective effects observed in the HFpEF + sh*Thbs1* group were not secondary to systemic hemodynamic alterations (Figures S3A and S3B). Echocardiography revealed that *Thbs1* knockdown preserved LVEF but significantly improved diastolic function, as reflected by reduced E/A and E/e′ ratios and improved GLS (Figures 3B–3E and S3C). Heart weight was also reduced, indicating attenuation of hypertrophy (Figure S3D).

**Figure 3:**
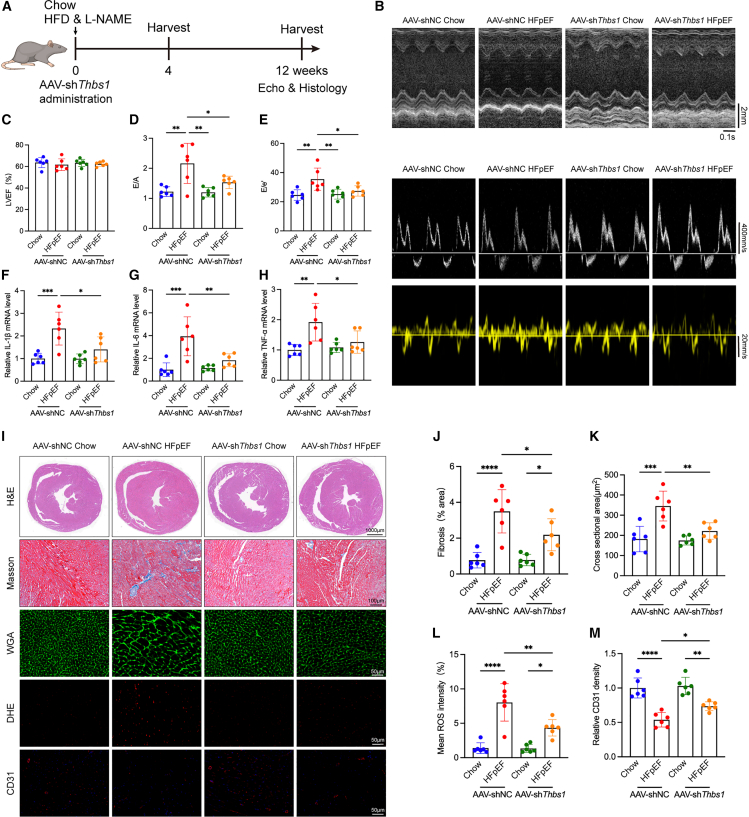
Cardiac-specific knockdown of *Thbs1* alleviates diastolic dysfunction, myocardial fibrosis, and oxidative stress in HFpEF mice (A) Experimental timeline showing that AAV9-mediated *Thbs1* knockdown (AAV9-cTnT-sh*Thbs1* or AAV9-NC) and HFpEF induction by HFD combined with L-NAME were initiated concurrently and maintained for 12 weeks. (B) Representative echocardiographic images illustrating cardiac morphology and diastolic function. (C–E) Quantitative analysis of echocardiographic parameters, including (C) left ventricular ejection fraction (LVEF), (D) E/A ratio, and (E) E/e′ ratio (*n* = 6 biological replicates per group, each measured in triplicate). (F–H) RT-qPCR analysis of pro-inflammatory cytokine mRNA levels, including IL-1β (F), IL-6 (G), and TNF-α (H) (*n* = 6 biological replicates per group, each measured in duplicate). (I) Representative histological and immunofluorescent images showing H&E staining for overall morphology, Masson’s trichrome staining for fibrosis, WGA staining for cardiomyocyte size, DHE staining for reactive oxygen species (ROS), and CD31 immunofluorescence for capillary density. The Scale bars for H&E staining is 1,000 μm, for Masson’s trichrome, staining is 100 μm, for WGA, staining is 50 μm, for DHE, staining is 50 μm, and for CD31, staining is 50 μm. (J–M) Quantification of histological parameters: (J) myocardial fibrosis area from Masson’s staining, (K) cardiomyocyte cross-sectional area from WGA staining, (L) mean ROS fluorescence intensity from DHE staining, and (M) capillary density from CD31 staining (*n* = 6 biological replicates per group). Data are presented as mean ± SD. Statistical significance was determined using one-way ANOVA followed by Tukey’s post hoc test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, indicating the level of statistical significance for each comparison.

HFpEF is associated with inflammation and oxidative stress. *Thbs1* knockdown reduced myocardial expression of pro-inflammatory cytokines interleukin (IL)-1β, IL-6, and tumor necrosis factor-alpha (TNF-α) (Figures 3F–3H). Masson’s and WGA staining showed diminished fibrosis and hypertrophy. Dihydroethidium (DHE) staining indicated reduced ROS levels, and CD31 immunostaining revealed improved capillary density in AAV-sh*Thbs1*-treated hearts (Figures 3I–3M).

### *Thbs1* knockdown partially restores mitophagy in HFpEF mice

Transmission electron microscopy (TEM) revealed that HFpEF induced mitochondrial fragmentation and reduced mitophagic vesicles, while *Thbs1* knockdown partially restored mitochondrial morphology and autophagosome formation (Figure 4A).

**Figure 4:**
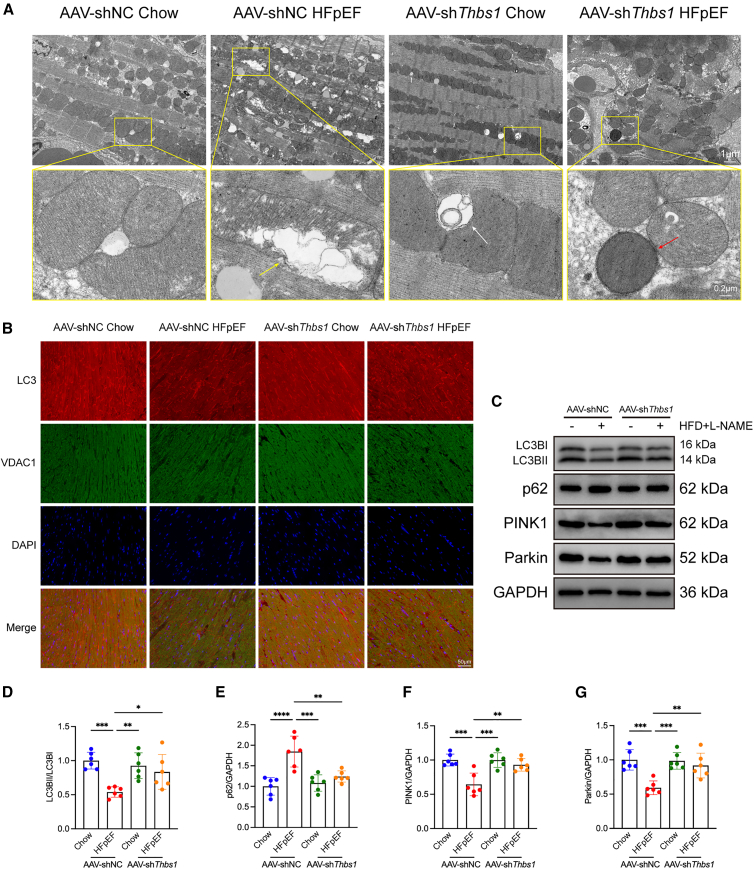
*Thbs1* knockdown restores mitochondrial morphology and mitophagy in hearts of HFpEF mice (A) Transmission electron microscopy (TEM) images of left ventricular myocardium. Hearts from AAV9-shNC HFpEF mice displayed disrupted mitochondrial morphology, including swollen mitochondria and fragmented cristae (yellow arrows). *Thbs1* knockdown partially restored mitochondrial structure and enhanced autophagic activity, as evidenced by increased mitophagosome formation (red arrows). Secondary lysosomes are indicated by white arrows. The Scale bars for the first row is 1 μm, and for the second row (magnified view), the Scale bars represent 0.2 μm. (B) Immunofluorescence staining of LC3 (red) and VDAC (green) in myocardial sections, showing reduced LC3-mitochondria colocalization in HFpEF hearts and restoration upon *Thbs1* knockdown. Scale bars, 50 μm. (C) Representative western blot bands of mitophagy-related proteins LC3-II/I, p62, PINK1, and Parkin in heart tissues. (D–G) Quantification of protein expression: LC3-II/I, (D) p62 (E) PINK1, (F) and Parkin (G) (*n* = 6 biological replicates per group, each measured in duplicate). Data are presented as mean ± SD. Statistical significance was determined by one-way ANOVA followed by Tukey’s post hoc test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, indicating the level of statistical significance for each comparison.

Immunofluorescence demonstrated reduced LC3 localization to voltage-dependent anion channel (VDAC)-labeled mitochondria in HFpEF mice, which was rescued by *Thbs1* knockdown (Figure 4B). Western blot analysis showed that *Thbs1* silencing restored LC3-II/I, PINK1, and Parkin expression and reduced p62 accumulation (Figures 4C–4G).

### *Thbs1* bidirectionally regulates cardiomyocyte injury and mitophagy *in vitro*

To investigate the role of *Thbs1* in cardiomyocyte injury under pathological stress, we established an *in vitro* model by exposing H9c2 cells to isoproterenol (ISO) and macrophage-conditioned medium (MCM) derived from NLRP3 inflammasome-activated macrophages, thereby recapitulating the inflammatory and neurohumoral milieu characteristic of HFpEF-related cardiac stress (Figure 5A).

**Figure 5:**
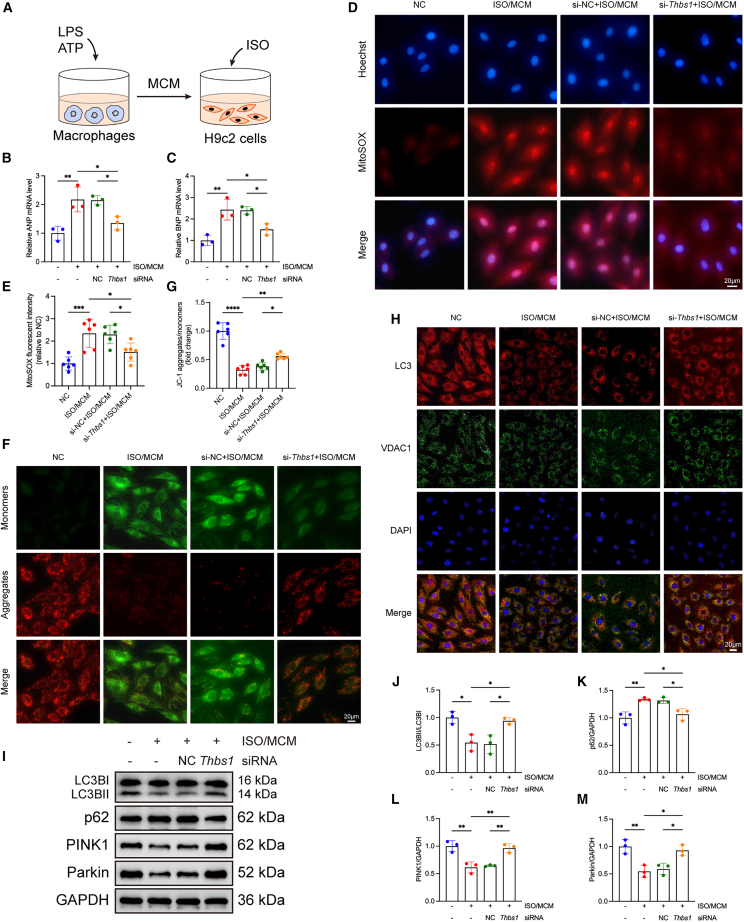
*Thbs1* knockdown alleviates cardiomyocyte hypertrophy, oxidative stress, mitochondrial dysfunction, and mitophagy impairment *in vitro* (A) Schematic diagram of the *in vitro* pathological stimulation protocol. H9c2 cells were treated with isoproterenol (ISO) and macrophage-conditioned medium (MCM) derived from LPS+ATP-activated macrophages, with or without *Thbs1* knockdown. (B and C) mRNA levels of hypertrophic markers ANP (B) and BNP (C) under pathological stimulation (*n* = 3 biological replicates per group, each measured in triplicate). (D) Representative fluorescence images of mitochondrial reactive oxygen species (ROS) detected using MitoSOX Red. Scale bars, 20 μm. (E) Quantification of MitoSOX Red fluorescence intensity (*n* = 6 biological replicates per group, each measured in triplicate). (F) JC-1 staining to assess mitochondrial membrane potential (MMP), representative images shown. Scale bars, 20 μm. (G) Quantification of JC-1 aggregates/monomers ratio (*n* = 6 biological replicates per group, each measured in triplicate). (H) Immunofluorescence images showing LC3 (red) and VDAC (green) colocalization; nuclei were stained with DAPI (blue). Scale bars, 20 μm. (I) Representative western blot images of mitophagy-related proteins LC3, p62, PINK1, and Parkin. (J–M) Quantification of protein expression: LC3-II/I (J), p62 (K), PINK1 (L), and Parkin (M) (*n* = 3 biological replicates per group, each measured in duplicate). Data are presented as mean ± SD. Statistical significance was determined by one-way ANOVA followed by Tukey’s post hoc test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, indicating the level of statistical significance for each comparison.

Loss-of-function experiments were initially conducted using siRNA-mediated knockdown of *Thbs1*. Three siRNA sequences targeting *Thbs1* were screened, and their silencing efficiency was evaluated by RT-qPCR. Among these, si-*Thbs1*-1 showed the most efficient knockdown at the mRNA level (Figure S4A), and thus, si-*Thbs1*-1 was selected for all subsequent experiments. Protein-level knockdown of Thbs1 was confirmed via western blot analysis (Figures S4B and S4C). Notably, *Thbs1* knockdown significantly attenuated the increase in hypertrophic markers ANP and BNP induced by ISO and MCM (Figures 5B and 5C) and alleviated cellular hypertrophy, as demonstrated by Phalloidin-TRITC staining (Figures S5A and S5B). Additionally, *Thbs1* silencing significantly reduced intracellular ROS production (Figures 5D and 5E) and restored MMP, as assessed by JC-1 staining (Figures 5F and 5G). Immunofluorescence analysis further revealed enhanced colocalization of LC3 with the mitochondrial marker VDAC in the knockdown group, suggesting partial restoration of mitophagy (Figure 5H). Western blot analysis showed that *Thbs1* knockdown restored the expression of key mitophagy regulators, including LC3-II/I, PINK1, and Parkin, while reducing p62 accumulation (Figures 5I–5M). These findings suggest that Thbs1 suppression confers protection against stress-induced cardiomyocyte injury by mitigating hypertrophy, oxidative stress, mitochondrial dysfunction, and impaired mitophagy.

To further validate these findings, gain-of-function experiments were performed by overexpressing *Thbs1* in H9c2 cells. Successful overexpression was confirmed at both the transcript and protein levels (Figures S6A–S6C). Compared to vector controls, *Thbs1*-overexpressing cells showed significantly increased expression of ANP and BNP (Figures 6A and 6B), along with more pronounced cellular hypertrophy (Figures S7A and S7B) upon stimulation with ISO and MCM. In parallel, *Thbs1* overexpression further exacerbated ROS production (Figures 6C and 6D), MMP loss (Figures 6E and 6F), and mitophagy impairment, as indicated by reduced LC3-VDAC colocalization (Figure 6G). Western blot analysis revealed decreased levels of LC3-II/I, PINK1, and Parkin, along with increased p62 accumulation, suggesting suppression of mitophagic flux (Figures 6H–6L).

**Figure 6:**
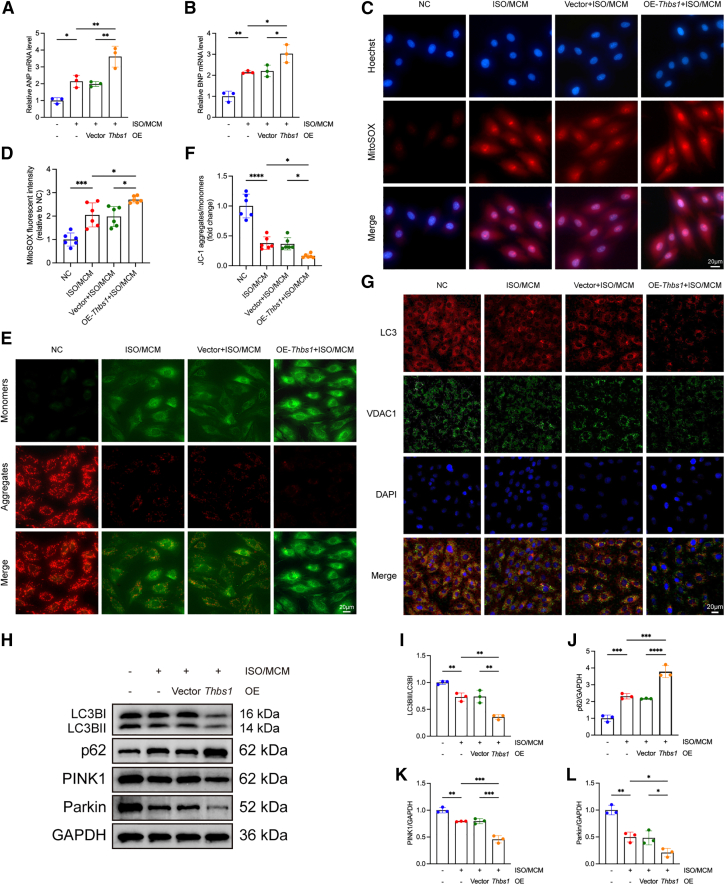
*Thbs1* overexpression exacerbates cardiomyocyte hypertrophy, oxidative stress, mitochondrial dysfunction, and mitophagy impairment under pathological stimulation (A and B) mRNA expression of hypertrophic markers ANP (A) and BNP (B) under pathological stimulation with or without *Thbs1* overexpression (*n* = 3 biological replicates per group, each measured in triplicate). (C) Representative fluorescence images of mitochondrial ROS detected using MitoSOX Red. Scale bars, 20 μm. (D) Quantification of MitoSOX Red fluorescence intensity (*n* = 6 biological replicates per group, each measured in triplicate). (E) Representative JC-1 staining images reflecting MMP. Scale bars, 20 μm. (F) Quantification of JC-1 aggregates/monomers ratio (*n* = 6 biological replicates per group, each measured in triplicate). (G) Immunofluorescence images showing LC3 (red) and VDAC (green) colocalization; nuclei were stained with DAPI (blue). Scale bars, 20 μm. (H) Representative western blot images of mitophagy-related proteins LC3, p62, PINK1, and Parkin. (I–L) Quantitative of protein expression: LC3-II/I (I), p62 (J), PINK1 (K), and Parkin (L) (*n* = 3 biological replicates per group, each measured in duplicate). Data are presented as mean ± SD. Statistical significance was determined by one-way ANOVA followed by Tukey’s post hoc test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, indicating the level of statistical significance for each comparison.

Taken together, these bidirectional functional studies highlight the central role of *Thbs1* in regulating cardiomyocyte responses to pathological stress. While *Thbs1* knockdown alleviates hypertrophy, oxidative damage, and mitophagy dysfunction, its overexpression exacerbates these detrimental effects. These findings underscore *Thbs1* as a critical mediator and potential therapeutic target for stress-induced cardiac injury.

### *Thbs1* regulates mitophagy in H9c2 cardiomyocytes via ITGB1-mediated PI3K/Akt/mTOR signaling

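The 239 tested genes of the PI3K-Akt list were divided by their place in the pathway. The 32 genes for matrix ligands had a median log2 fold change of 0.46 (adjusted p = 0.000216 from limma's camera, over the 5 classes) and the 17 integrin genes 0.36 (adjusted p = 0.0333). The 36 receptor genes had a median of 0.23 (adjusted p = 0.0132) and the 32 growth factor and cytokine genes 0.32 (adjusted p = 0.118). The 122 genes for the kinase cascade and its targets had a median of 0.030 (adjusted p = 0.678), with 66 of them higher. None of these calls held under fry, with an adjusted p of 0.135 for the ligand, integrin and receptor classes, or with an estimated correlation, at 0.355. The integrin call was lost without Chow replicate 1 (adjusted p = 0.0824), without HFpEF replicate 1 (0.0645), without HFpEF replicate 3 (0.134) and at an FPKM minimum of 1 (0.0535), over a range of 0.00265 to 0.355 across its alternatives. The integrin median rose to 0.57 without HFpEF replicate 2. The growth factor and cytokine class passed without Chow replicate 2 (adjusted p = 0.0401, range 0.0385 to 0.696), and its median fell to 0.15 without HFpEF replicate 1 and 0.21 without HFpEF replicate 3. Without HFpEF replicate 3 the kinase cascade median was −0.029 (adjusted p = 0.767, range 0.0902 to 0.906), and it was 0.0083 without Chow replicate 1 and 0.017 without Chow replicate 3. Relative to the Chow mean, the median of the matrix ligands was 0.38, 0.21 and 0.92 in HFpEF replicates 1, 2 and 3, and that of the kinase cascade was −0.048, −0.011 and 0.056. Differences between classes were not tested.

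Among the kinases, the log2 fold change was −0.20 for Akt1, −0.29 for Akt2, −0.32 for Mtor, 0.04 for Pik3ca and −0.28 for Pik3cb, with adjusted p from 0.227 to 0.791 (limma). Akt1 changed direction with quantile normalization (0.0051), and Akt2 had −0.16 with it. Without HFpEF replicate 3 the value was −0.11 for Akt2 and 0.018 for Pik3ca, and without HFpEF replicate 1 it was 0.089 for Pik3ca. Itgb1, which encodes the integrin that the paper reports to bind Thbs1, had a log2 fold change of 0.16 (adjusted p = 0.621), −0.0063 without HFpEF replicate 3, 0.32 without HFpEF replicate 2 and 0.48 with quantile normalization. Pck1, which counts among the kinase cascade and its targets and was chosen after its values were seen, was at least 81.0-fold higher (fitted log2 fold change 5.17, adjusted p = 0.0757 from limma). Its FPKM was 8.58, 7.11 and 1.19 in HFpEF replicates 1, 2 and 3. Adipoq, of the adipocyte list, had 6.68, 6.24 and 1.91 in these libraries. A source of the Pck1 rise in fat was not tested and stays open. Phosphorylation is not measured by these libraries.

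**Figure D3:**
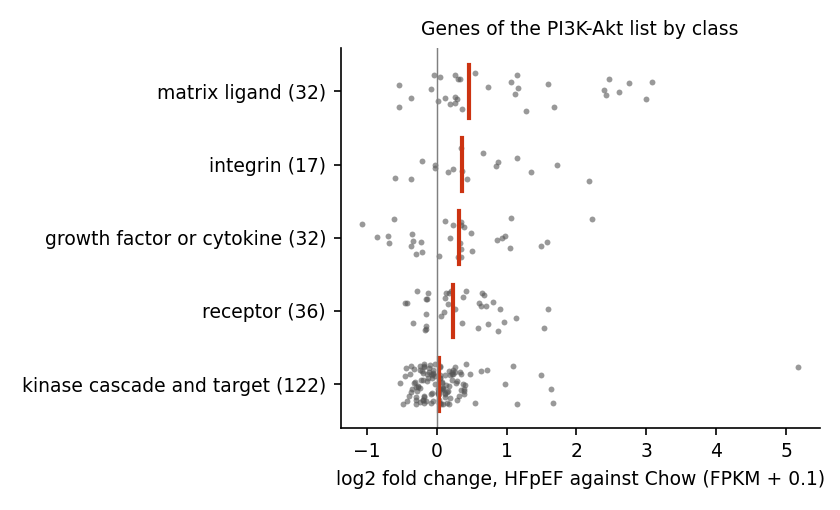
Log2 fold change between HFpEF and Chow (horizontal axis, from FPKM + 0.1) for the 239 tested genes of the PI3K-Akt list, by class with the number of genes. Each point is 1 gene and each bar the median of a class, from 0.46 for matrix ligands to 0.030 for the kinase cascade and its targets.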

Transcriptomic and proteomic analyses indicated that the PI3K-Akt signaling pathway may play a crucial role in the pathogenesis of HFpEF. To validate this further, western blot analysis demonstrated that *Thbs1* knockdown inhibited the activation of the PI3K/Akt/mTOR pathway, both *in vivo* and *in vitro* models (Figures S8A–S8D; Figures 7A–7C).

**Figure 7:**
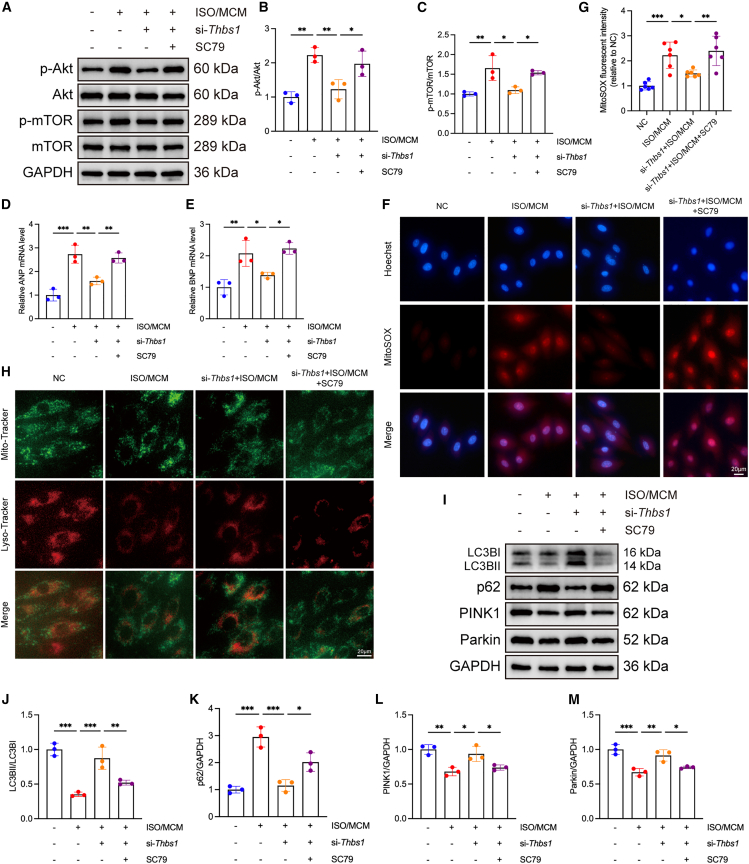
PI3K/Akt/mTOR pathway activation reverses the protective effects of *Thbs1* knockdown in H9c2 cells (A) Representative western blot images showing phosphorylation and total levels of Akt and mTOR in H9c2 cells transfected with si-*Thbs1* and treated with ISO plus MCM or the Akt activator SC79. (B and C) Quantification of protein phosphorylation: *p*-Akt/Akt (B) and *p*-mTOR/mTOR (C) (*n* = 3 biological replicates per group, each measured in duplicate). (D and E) Relative mRNA expression of ANP (D) and BNP (E) assessed by RT-qPCR (*n* = 3 biological replicates per group, each measured in triplicate). (F and G) Intracellular ROS production measured using MitoSOX Red mitochondrial superoxide indicator; representative fluorescence images are shown (F) and quantified as mean fluorescence intensity (G) (*n* = 6 biological replicates per group, each measured in triplicate). Scale bars, 20 μm. (H) Representative confocal images of mitochondria-lysosome colocalization using Mito-Tracker (green) and Lyso-Tracker (red). Scale bars, 20 μm. (I) Representative western blot images of mitophagy-related proteins LC3, p62, PINK1, and Parkin. (J–M) Quantification of mitophagy-related protein expression: LC3-II/I (J), p62 (K), PINK1 (L), and Parkin (M) (*n* = 3 biological replicates per group, each measured in duplicate). Data are presented as mean ± SD. Statistical significance was determined by one-way ANOVA followed by Tukey’s post hoc test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, indicating the level of statistical significance for each comparison.

To determine whether the protective effects of *Thbs1* knockdown are mediated through inhibition of the Akt pathway, we applied the Akt-specific activator SC79 to H9c2 cells transfected with si-*Thbs1* under ISO and MCM stimulation. Western blot analysis confirmed that SC79 treatment restored the phosphorylation of Akt and its downstream mTOR signaling components (Figures 7A–7C). Functionally, SC79 treatment reversed the reductions in ANP, BNP, and ROS levels induced by *Thbs1* knockdown (Figures 7D–7G). Furthermore, MitoTracker and LysoTracker colocalization assays revealed that *Thbs1* knockdown markedly enhanced mitochondria-lysosome colocalization, indicating increased mitophagic activity, whereas SC79 treatment attenuated this effect (Figure 7H). Consistently, western blot analysis showed that SC79 treatment decreased LC3-II/I, PINK1, and Parkin expression while increasing p62 accumulation, suggesting that Akt/mTOR pathway activation counteracted the mitophagy enhancement caused by *Thbs1* knockdown (Figures 7I–7M).

In contrast, western blot analysis showed that *Thbs1* overexpression strongly activated the PI3K/Akt/mTOR signaling pathway in H9c2 cells exposed to ISO and MCM, compared with control cells (Figures 8A–8D). To investigate whether inhibiting this pathway could mitigate the detrimental effects of *Thbs1* overexpression, we utilized the PI3K inhibitor LY294002. Western blot analysis confirmed effective suppression of the PI3K/Akt/mTOR axis upon LY294002 treatment (Figures 8A–8D). Functionally, LY294002 treatment alleviated the *Thbs1*-induced increases in ANP, BNP, and ROS levels (Figures S9A and S9B; Figures 8E and 8F) and partially restored mitophagy, as evidenced by increased mitochondria-lysosome colocalization (Figure 8G) and elevated LC3-II/I, PINK1, and Parkin levels with concomitant reduction in p62 accumulation (Figures 8H–8L).

**Figure 8:**
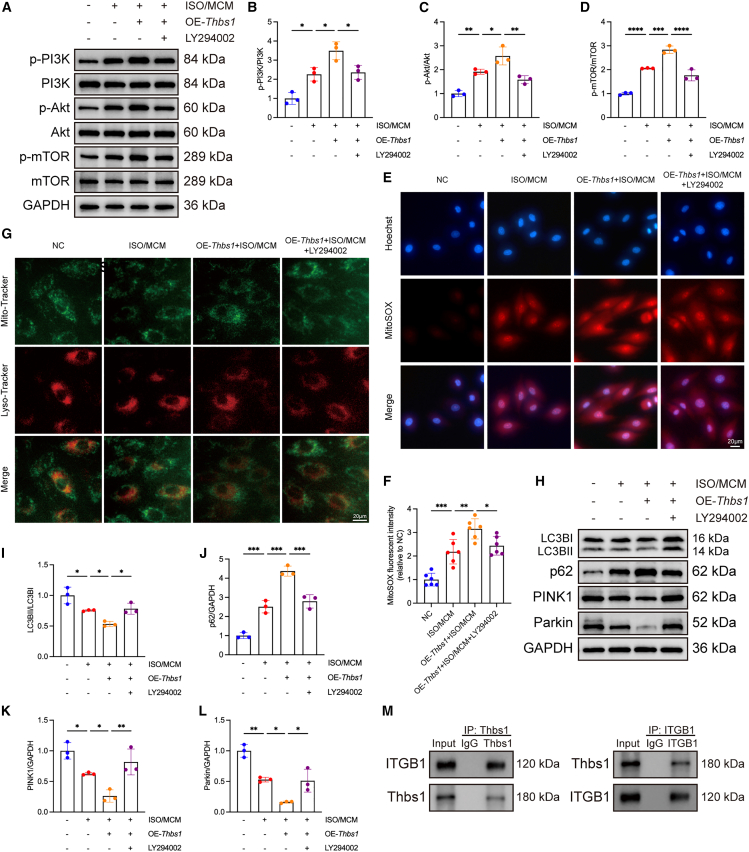
Inhibition of PI3K/Akt/mTOR reverses effects of *Thbs1* overexpression and Thbs1 binds ITGB1 in H9c2 cells (A) Representative western blot images showing phosphorylation and total levels of PI3K, Akt, and mTOR in H9c2 cells transfected with *Thbs1* overexpression plasmid and treated with ISO plus MCM or the PI3K/Akt/mTOR inhibitor LY294002. (B–D) Quantification of protein phosphorylation: p-PI3K/PI3K (B), *p*-Akt/Akt (C), and *p*-mTOR/mTOR (D) (*n* = 3 biological replicates per group, each measured in duplicate). (E and F) Intracellular ROS production measured using MitoSOX Red; representative fluorescence images are shown (E) and quantified as mean fluorescence intensity (F) (*n* = 6 biological replicates per group, each measured in triplicate). Scale bars, 20 μm. (G) Representative confocal images showing mitochondria-lysosome colocalization using Mito-Tracker (green) and Lyso-Tracker (red). Scale bars, 20 μm. (H) Representative western blot images of mitophagy-related proteins LC3, p62, PINK1, and Parkin. (I–L) Quantification of mitophagy-related protein expression: LC3-II/I (I), p62 (J), PINK1 (K), and Parkin (L) (*n* = 3 biological replicates per group, each measured in duplicate). (M) Co-immunoprecipitation (Co/IP) assays showing the interaction between Thbs1 and ITGB1 in H9c2 cells. Data are presented as mean ± SD. Statistical significance was determined by one-way ANOVA followed by Tukey’s post hoc test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, indicating the level of statistical significance for each comparison.

In summary, these results indicate that *Thbs1* modulates mitophagy in H9c2 cardiomyocytes via the PI3K/Akt/mTOR signaling pathway: knockdown enhances mitophagy by suppressing this signaling cascade, whereas overexpression inhibits mitophagy through pathway activation.

Finally, to address the upstream receptor mediating Thbs1 signaling, we performed co-immunoprecipitation (Co-IP) in H9c2 cells and found that Thbs1 physically interacts with integrin β1 (ITGB1) (Figure 8M), suggesting that ITGB1 serves as a functional receptor linking Thbs1 to activation of the PI3K/Akt/mTOR axis.

## Discussion

In this study, we provide compelling evidence that *Thbs1* plays a central role in the pathogenesis of HFpEF by modulating mitophagy and mitochondrial homeostasis via the PI3K/Akt/mTOR signaling pathway. Using a well-characterized “two-hit” HFpEF mouse model and *in vitro* assays, we show that Thbs1 protein is significantly upregulated in the HFpEF myocardium, and that *Thbs1* knockdown ameliorates multiple pathological features, including cardiac hypertrophy, fibrosis, oxidative stress, and mitochondrial dysfunction. These findings position Thbs1 not only as a biomarker of cardiac stress but also as an active mediator of maladaptive remodeling in HFpEF.

Thbs1 is a multifunctional matricellular protein involved in ECM remodeling, inflammation, and angiogenesis, with context-dependent effects in preclinical cardiac models.^25^^,^^26^^,^^27^^,^^28^^,^^29^ Knockout of *Thbs1* can lead to early hypertrophy and late ventricular dilation, whereas overexpression may cause lethal cardiac atrophy.^13^^,^^30^^,^^31^ These phenotypes likely reflect Thbs1’s interactions with multiple receptors, including α9β1 integrin, CD36, and CD47.^32^^,^^33^^,^^34^ Beyond classical remodeling, Thbs1 has been implicated in cardiorenal syndrome and chronic kidney disease-related LVH, mediating myocardial remodeling and inflammation through transforming growth factor-β1, extracellular signal-regulated kinase (ERK), and aryl hydrocarbon receptor pathways, and promoting oxidative stress and cellular senescence.^35^ In this study, we identify an important role of *Thbs1* in HFpEF as a context-dependent mediator of maladaptive remodeling through suppression of mitophagy, highlighting mitochondrial quality control as a potential therapeutic target.

Mitophagy, a selective form of autophagy that removes damaged mitochondria, is critical for maintaining mitochondrial integrity under stress conditions such as metabolic overload or oxidative injury.^20^^,^^36^^,^^37^^,^^38^^,^^39^^,^^40^^,^^41^ In our model, *Thbs1* knockdown enhanced mitochondrial LC3 recruitment, restored autophagic flux, and reduced mitochondrial ROS production, indicating protective effects via mitophagy restoration. Mechanistically, *Thbs1* knockdown inhibited the PI3K/Akt/mTOR pathway, a known negative regulator of autophagy,^42^^,^^43^^,^^44^ whereas *Thbs1* overexpression activated this axis. Transcriptomic and proteomic profiling confirmed enrichment of the PI3K/Akt/mTOR pathway in HFpEF hearts, and co-immunoprecipitation demonstrated that *Thbs1* physically interacts with ITGB1, suggesting that ITGB1 functions as a receptor linking Thbs1 to PI3K/Akt/mTOR activation. Collectively, these findings indicate that *Thbs1* integrates multiple extracellular stress cues—including inflammatory, mechanical, and oxidative signals—through receptor-mediated PI3K/Akt/mTOR activation, impairing mitochondrial quality control and driving maladaptive remodeling.

Emerging evidence suggests that Thbs1 mediates crosstalk among cardiomyocytes, immune cells, and fibroblasts. As a secreted matricellular protein, Thbs1 can act in a paracrine manner to amplify inflammatory and fibrotic responses: in cardiomyocytes, it suppresses mitophagy and increases oxidative stress; in fibroblasts, it promotes ECM deposition; and in immune cells, it contributes to low-grade chronic inflammation characteristic of HFpEF.^45^^,^^46^^,^^47^ These combined effects position Thbs1 as a central mediator co-ordinating systemic maladaptive remodeling in HFpEF.

The therapeutic potential of *Thbs1* is substantial. Its secreted nature makes Thbs1 an attractive candidate for clinical translation, as serum levels could serve as a biomarker of disease progression, cardiac stress, and therapeutic response. Ongoing clinical work in our laboratory is assessing serum Thbs1 in HFpEF patients compared with age-matched controls to explore associations with echocardiographic parameters, cardiac biomarkers, and disease severity. While these data are not yet included, they highlight the translational potential of *Thbs1*.

Finally, *Thbs1* inhibition or autophagy restoration via mTOR modulation represents a promising therapeutic strategy. In our study, *Thbs1* knockdown reduced fibrosis, hypertrophy, and oxidative stress, suggesting that targeting the Thbs1-PI3K/Akt/mTOR axis could restore mitochondrial function and improve cardiac performance in HFpEF.

In conclusion, this study establishes *Thbs1* as a pivotal regulator of mitochondrial quality control in HFpEF. Mechanistically, *Thbs1* impairs mitophagy through activation of PI3K/Akt/mTOR signaling, contributing to oxidative stress and maladaptive remodeling. Targeting *Thbs1* offers a potential avenue for therapeutic intervention in HFpEF, a condition with limited effective treatments.

### Limitations of the study

While this study provides significant insights into the role of *Thbs1* in HFpEF pathogenesis, several limitations should be noted. First, although the “two-hit” HFpEF mouse model, combining HFD with L-NAME administration, effectively replicates key features of human HFpEF, it does not fully capture the clinical heterogeneity observed in patients, particularly those with comorbidities, such as diabetes, aging, or atrial fibrillation. In our experiments, AAV9-mediated *Thbs1* knockdown was administered at the onset of HFpEF induction. Based on established kinetics, AAV9-mediated knockdown reaches maximal efficiency, approximately 3–4 weeks post-injection and maintains sustained suppression throughout the 12-week modeling period, as confirmed by mRNA and protein analysis. We recognize that this design has a preventive component, and future studies initiating *Thbs1* knockdown after HFpEF establishment will be necessary to assess therapeutic efficacy and better mimic the clinical scenario.

Second, *in vitro* experiments employed H9c2 cardiomyoblasts exposed to MCM from NLRP3 inflammasome-activated macrophages, together with ISO stimulation, to simulate the combined inflammatory and neurohumoral stress characteristic of HFpEF. While this model has been validated in previous HFpEF studies, it represents a simplified system that cannot fully recapitulate the chronic, low-grade, multicellular inflammatory milieu in patients. Moreover, H9c2 cells exhibit immature electrophysiological and metabolic properties compared with adult cardiomyocytes, particularly regarding mitochondrial function and oxidative metabolism. Future studies using more physiologically relevant models—such as primary adult cardiomyocytes, co-culture systems integrating macrophages and cardiomyocytes, or human induced pluripotent stem cell (iPSC)-derived cardiomyocytes—would further strengthen the translational relevance of *Thbs1*-mediated mitochondrial and autophagic regulation.

Finally, although transcriptomic and proteomic analyses of HFpEF myocardium revealed enrichment of the PI3K/Akt/mTOR signaling pathway, multi-omics integration at the single-cell or spatial level was not performed. Single-cell approaches could provide more precise insights into cell-type-specific mechanisms of *Thbs1*-mediated mitophagy dysregulation, allowing the identification of distinct cardiomyocyte subpopulations and non-cardiomyocyte cell types that contribute to HFpEF pathology, and thereby improving the precision of potential therapeutic targeting.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Huanzhen Chen ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• RNA sequencing (RNA-seq) data generated in this study have been deposited in the Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under the public accession number GSE305470 and are fully accessible without restriction.
• Proteomic data generated in this study have been deposited in the Integrated Proteome Resources (iProX; https://www.iprox.cn) under the public accession number IPX0013041000 and are fully accessible without restriction.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

This work was supported by the Fundamental Research Program of Shanxi Province (202403021221298 and 202203021211068) and the Traditional Chinese Medicine Research Project of Shanxi Province (2024ZYY2C041).

## Author contributions

Conceptualization, H.C.; methodology, X.B., S.S., Z.Z., S.B., and S.F.; writing – original draft, H.C. and X.B.; writing – review and editing, H.C., X.B., S.S., Z.Z., and S.F.; funding acquisition, H.C., X.B., and L.W.; resources, S.F., C.L., and L.W.; data curation, S.B., C.L., and L.W.; supervision, H.C.

## Declaration of interests

The authors declare no competing interests.

## Declaration of generative AI and AI-assisted technologies in the writing process

The authors did not use generative AI or AI-assisted technologies in the development of this manuscript.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-ANP	Boster Biological Technology	Cat# A01318-1; RRID: N/A
anti-BNP	Abmart	Cat# PS00154; RRID: N/A
anti-Thbs1	Abcam	Cat# ab267388; RRID: AB_3271579
anti-LC3B	Abways	Cat# CY5992; RRID: N/A
anti-p62	Abways Technology	Cat# CY5546; RRID: AB_3714778
anti-PINK1	Cell Signaling Technology	Cat# 6946; RRID: AB_11179069
anti-Parkin	Abways Technology	Cat# CY6641; RRID: N/A
anti-p-PI3K	Abways Technology	Cat# CY6427; RRID: AB_3099429
anti-PI3K	Abways Technology	Cat# CY6915; RRID: AB_3665436
anti-*p*-Akt	Abways Technology	Cat# CY6569; RRID: AB_3101809
anti-Akt	Abways Technology	Cat# CY5561; RRID: AB_3099435
anti-*p*-mTOR	Abways Technology	Cat# CY6571; RRID: AB_3099434
anti-mTOR	Abways Technology	Cat# CY5306; RRID: AB_3099432
anti-β-Tubulin	Abways Technology	Cat# AB0039; RRID: AB_2904143
anti-GAPDH	Abways Technology	Cat# AB0037; RRID: AB_2891315
Goat Anti-Rabbit IgG H&L (HRP)	Abcam	Cat# ab6721; RRID: AB_955447
Anti-LC3	Santa Cruz Biotechnology	Cat# sc-271625; RRID: AB_10714949
Anti-VDAC1	ServiceBio	Cat#GB111939; RRID: N/A
Goat Anti-Mouse IgG (H + L) Antibody, Secondary Antibody, Cy3-conjugated	ServiceBio	Cat# GB21301; RRID: AB_2923552
Goat Anti-Rabbit IgG (H + L) Antibody, Secondary Antibody, Alexa Fluor® 488-conjugated	ServiceBio	Cat# GB25303; RRID: AB_2910224
Anti-integrin β1/ITGB1 (A-4)	Santa Cruz Biotechnology	Cat# sc-374429; RRID: AB_11012020
Rabbit IgG, monoclonal [EPR25A] - Isotype Control	Abcam	Cat# ab172730; RRID: AB_2687931
Mouse IgG1, kappa monoclonal [MOPC-21] - isotype control	Abcam	Cat# ab18443; RRID: AB_2736846
Goat Anti-Mouse IgG H&L (HRP)	Abcam	Cat# ab205719; RRID: AB_2755049

**Bacterial and virus strains**		

AAV9-cTnT-shThbs1	Hanbio Biotechnology	Custom construct
AAV9-cTnT-shScramble (control)	Hanbio Biotechnology	Custom construct
AAV9-cTnT-EGFP (reporter)	Hanbio Biotechnology	Custom construct

**Chemicals, peptides, and recombinant proteins**		

L-NAME	Sigma-Aldrich	Cat# N5751
High-fat diet (60% kcal fat)	Research Diets	Cat# D12492
Lipopolysaccharide (LPS)	Sigma-Aldrich	Cat# L4391
Adenosine triphosphate (ATP)	Sigma-Aldrich	Cat# A6559
Isoproterenol (ISO)	MedChemExpress	Cat# HY-B0468
SC79	MedChemExpress	Cat# HY-18749
LY294002	MedChemExpress	Cat# HY-10108
Wheat germ agglutinin-FITC	Sigma-Aldrich	Cat# L4895
MitoSOX™ Red	Beyotime	Cat# S0061
MitoTracker Green	Beyotime	Cat# C1048
LysoTracker red	Beyotime	Cat# C1046

**Critical commercial assays**		

NT-proBNP ELISA Kit	Immunoway	Cat# KE1750
DHE staining kit	Servicebio	Cat# G1746
JC-1 Mitochondrial Membrane Potential Assay Kit	Beyotime	Cat# C2006
M5 Total RNA Extraction Reagent	Mei5 Biotechnology	Cat# MF034
M5 Super Plus qPCR RT Kit	Mei5 Biotechnology	Cat# MF166
M5 HiPer SYBR Premix EsTaq	Mei5 Biotechnology	Cat# MF787

**Deposited data**		

RNA-seq data	This paper	GEO: GSE305470
Proteomics data	This paper	iProX: IPX0013041000

**Experimental models: Cell lines**		

H9c2 rat cardiomyoblasts	Haixing Biosciences	TCR-C607
RAW264.7 murine macrophages	Haixing Biosciences	TCM-C766

**Experimental models: Organisms/strains**		

Mouse: C57BL/6 wild type male	Experimental Animal Center of Shanxi Medical University	N/A

**Oligonucleotides**		

si-Thbs1-1/2/3 sequences	Sangon Biotech	See Supplemental Document S1, Table S1
qRT-PCR primers	Sangon Biotech	See Supplemental Document S1, Table S2

**Recombinant DNA**		

pcDNA3.1(+)-Thbs1-Flag plasmid	Sangon Biotech	N/A

**Software and algorithms**		

ImageJ	NIH	version1.52; https://imagej.nih.gov/ij/
GraphPad Prism 10	GraphPad	https://www.graphpad.com/scientific-software/prism/; version 10
VevoStrain Analysis Software	FUJIFILM VisualSonics	N/A
Image Lab	Bio-Rad	N/A
HISAT2	N/A	2.0.5
featureCounts	N/A	1.5.0-p3
DESeq2	N/A	1.20.0
clusterProfiler	N/A	3.8.1
GSEA	N/A	v3.0

**Other**		

Vevo 2100 Imaging System	FUJIFILM VisualSonics	N/A
CODA Tail-cuff BP System	Kent Scientific	N/A
JEM-1400FLASH TEM	JEOL (Japan)	N/A

### Experimental model and study participant details

#### Experimental models

##### Animals

Healthy male C57BL/6 mice (6–8 weeks old) were obtained from the Experimental Animal Center of Shanxi Medical University (Taiyuan, China). All animal procedures were approved by the Ethics Committee of the First Hospital of Shanxi Medical University (Approval No. DWYJ-2024-014) and were conducted in accordance with institutional and national guidelines for the care and use of laboratory animals. Mice were housed under standard laboratory conditions (25 ± 1°C, 12-h light/dark cycle) with *ad libitum* access to food and water.

#### HFpEF model establishment

A well-characterized “two-hit” HFpEF model was generated as previously described.^48^ Male C57BL/6 mice were fed a high-fat diet (HFD; 60% kcal from fat, D12492, Research Diets) and received L-NAME (0.5 g/L, Sigma-Aldrich) in drinking water (pH 7.4) for 12 consecutive weeks. Control mice were fed standard chow and given regular drinking water. After 12 weeks, cardiac function, body weight, and blood pressure were assessed.

Only male mice were used in this study to avoid confounding effects of sex hormones on cardiac remodeling and metabolic phenotype. Therefore, potential sex differences in HFpEF pathophysiology were not assessed in this study.

#### Cell lines

Two established cell lines were used:H9c2 rat cardiomyoblasts and RAW264.7 murine macrophages (both purchased from Haixing Biosciences, Suzhou, China).

Cells were cultured in DMEM (PYG0073, Boster, Wuhan, China) supplemented with 10% fetal bovine serum and 1% penicillin–streptomycin under standard conditions (37°C, 5% CO_2_). All cell lines were routinely tested and confirmed to be mycoplasma-free.

To simulate an HFpEF-like inflammatory microenvironment,^49^^,^^50^^,^^51^^,^^52^ RAW264.7 macrophages were stimulated with 200 ng/mL ultrapure lipopolysaccharide (LPS; L4391, Sigma-Aldrich, St. Louis, MO, USA) for 6 h to provide a priming signal, followed by 2 mM adenosine triphosphate (ATP; A6559, Sigma-Aldrich) for 30 min to activate the NLRP3 inflammasome and generate macrophage-conditioned medium (MCM). This two-step stimulation protocol has been widely used in recent HFpEF studies to reproduce inflammasome-related cytokine secretion and macrophage-driven paracrine injury in cardiomyocytes. Subsequently, H9c2 cardiomyocytes were treated with MCM combined with isoproterenol (ISO; HY-B0468, MedChemExpress, Monmouth Junction, NJ, USA) for 24 h to mimic the combined inflammatory and adrenergic stress observed in HFpEF.

Pharmacologic modulation of the PI3K/Akt/mTOR pathway was achieved by pretreating H9c2 cells with 10 μM LY294002 (PI3K inhibitor; HY-10108, MedChemExpress) or 10 μM SC79 (an Akt activator; HY-18749, MedChemExpress) for 1 h before stimulation.

For gene manipulation, *Thbs1* expression was modulated by siRNA-mediated knockdown and plasmid-based overexpression approaches. Three siRNAs targeting *Thbs1* (si-*Thbs1*-1/2/3; Sangon Biotech, Shanghai, China) and a pcDNA3.1(+)-*Thbs1*-Flag expression plasmid (Sangon Biotech, Shanghai, China) were used for transient transfection with RNATransMate reagent or Lipofectamine 3000 (Sangon Biotech, Shanghai, China), respectively. Transfection efficiency was evaluated 48 h post-transfection by RT-qPCR and Western blotting. The sequences of siRNAs are provided in Supplementary Document S1, Table S1.

### Method details

#### AAV vector construction and *in vivo* delivery

To achieve cardiomyocyte-specific knockdown of *Thbs1 in vivo*, an adeno-associated virus serotype 9 vector (AAV9-cTnT-sh*Thbs1*) was constructed. The vector expresses a short hairpin RNA (shRNA) targeting mouse *Thbs1* (target sequence: 5′-GGA GAA GAC TTA GAC AAT A-3′) embedded within a miR-30 backbone, transcriptionally driven by the cardiac troponin T (cTnT) promoter (Hanbio Biotechnology, Shanghai, China). Embedding the shRNA in the miR-30 scaffold enhances its processing efficiency through the endogenous microRNA biogenesis pathway and reduces potential off-target effects or cytotoxicity commonly observed with conventional U6 promoter–driven shRNA systems. The cTnT promoter restricts shRNA expression to cardiomyocytes, ensuring cardiac-specific *Thbs1* silencing without affecting non-cardiac tissues.

A non-targeting scramble shRNA control vector (AAV9-cTnT-shScramble, hereafter referred to as AAV9-NC) was used as the negative control. For clarity, AAV9-NC refers to a scramble shRNA control rather than an empty vector. To validate the cardiomyocyte specificity of the cTnT promoter, a parallel AAV9-cTnT-EGFP reporter vector was generated and systemically delivered. Four weeks after tail-vein injection, hearts were harvested, cryosectioned, and subjected to immunofluorescence staining, which confirmed EGFP expression in ventricular cardiomyocytes.

Male C57BL/6 mice were randomized to receive 100 μL of AAV9-cTnT-sh*Thbs1* or AAV9-NC via tail-vein injection at 1.8 × 10^12^ vg/mL under brief isoflurane anesthesia (induction 5%, maintenance 1.5–2%). AAV9 administration was performed at the onset of HFpEF induction. Based on prior studies, AAV9-mediated knockdown typically reaches maximal efficiency 3–4 weeks post-injection and maintains sustained suppression throughout the 12-week modeling period, coinciding with the completion of HFpEF induction. A subset of animals was euthanized 4 weeks post-injection to verify knockdown efficiency and tissue specificity by qRT-PCR and Western blotting of left ventricular tissue. The remaining mice proceeded through the experimental protocol and were euthanized at the study endpoint for comprehensive tissue collection and analysis.

#### Conventional echocardiography and Doppler imaging

Transthoracic echocardiography was performed using a Vevo 2100 imaging system (FUJIFILM VisualSonics, Canada). Mice were anesthetized with 1.5% isoflurane in 98.5% oxygen and placed on a temperature-controlled platform. Systolic function was assessed using M-mode imaging at the mid-ventricular level in conscious mice, while diastolic function was evaluated under anesthesia using pulsed-wave and tissue Doppler imaging, as previously described.^53^ All echocardiographic measurements were performed by investigators blinded to treatment allocation. Measurements were repeated at least three times, and averaged values were reported.

#### Speckle-tracking echocardiography and strain analysis

Global longitudinal strain (GLS) was assessed from B-mode images (parasternal long-axis view) using VevoStrain software. Myocardial velocity and displacement were calculated in both long- and short-axis planes. Negative strain values reflect longitudinal myocardial shortening. Six ventricular segments were analyzed, and average peak GLS values were calculated. The detailed value of echocardiography results is in Supplementary Document S1, Tables S2 and S3.

#### Blood pressure measurement

Systolic blood pressure was measured non-invasively using the tail-cuff method (CODA System, Kent Scientific). Mice were placed in restrainers on a 37°C platform. After acclimatization, measurements were taken for four consecutive days, with a minimum of eight readings per session. Mean systolic blood pressure was calculated from all valid measurements.

#### Measurement of cardiac marker enzymes

Serum N-terminal pro-B-type natriuretic peptide (NT-proBNP) levels were measured using a commercial ELISA kit (KE1750, Immunoway, USA) according to the manufacturer’s protocol.

#### Histopathological analysis

Heart tissues were fixed in 4% paraformaldehyde, paraffin-embedded, and sectioned (5 μm thickness). Hematoxylin-eosin (HE) and Masson’s trichrome staining were performed using commercial kits (Servicebio, Wuhan, China). All histological assessments and quantifications were performed by investigators blinded to treatment allocation. Collagen content was quantified using ImageJ software.

Wheat germ agglutinin (WGA) staining was performed on paraffin-embedded sections after fixation. Sections were incubated with WGA-FITC (1:100, Sigma-Aldrich) for 1 h at 37°C. Nuclei were counterstained with DAPI. Cardiomyocyte cross-sectional area was analyzed using ImageJ.

Immunohistochemistry was performed using anti-Thbs1 primary antibody (1:5000, ab267388, Abcam) and HRP-conjugated secondary antibody. Signal was visualized using chromogenic substrate and observed under a light microscope.

#### Transmission electron microscopy (TEM)

Heart tissues were fixed in 3% glutaraldehyde and post-fixed with 1% osmium tetroxide. After dehydration and embedding in Epon 812 resin, ultrathin sections were stained with uranyl acetate and lead citrate. Mitochondrial ultrastructure was visualized using a JEM-1400FLASH transmission electron microscope (JEOL, Japan).

#### Oxidative stress detection

Reactive oxygen species (ROS) production was assessed in heart tissue cryosections using DHE staining (G1746, Servicebio) and in cultured cells using MitoSOX Red (S0061, Beyotime, Shanghai, China). Sections or cells were incubated with fluorescent probes (5 μM) at 37°C for 30 min in the dark and imaged using a fluorescence microscope. ImageJ was used for quantitative analysis.

#### Mitochondrial function assays

Mitochondrial membrane potential (MMP) was assessed using the JC-1 assay kit (C2006, Beyotime). Cells were incubated with JC-1 working solution at 37°C for 20 min, washed, and imaged under a fluorescence microscope. Red-to-green fluorescence ratio was used as an indicator of MMP.

#### MitoTracker and LysoTracker colocalization assay

H9c2 cells were seeded in 12-well plates and subjected to experimental treatments. To visualize mitochondrial–lysosomal interactions, cells were incubated with 200 nM MitoTracker Green (Beyotime, Cat# C1048) and 50 nM LysoTracker red (Beyotime, Cat# C1046) for 30 min at 37°C in the dark. Fluorescence images were directly captured using a fluorescence microscope. The images are intended for qualitative visualization of mitochondria–lysosome colocalization.

#### Immunofluorescence staining

Deparaffinized heart sections or fixed cells were subjected to antigen retrieval, blocked with 3% BSA, and incubated overnight at 4°C with primary antibodies: Anti-LC3 (Santa Cruz Biotechnology, sc-271625, 1:300) and Anti-VDAC1 (Servicebio, GB111939, 1:300). The sections were then incubated with corresponding secondary antibodies, including Cy3-conjugated Goat Anti-Mouse IgG (H + L) (Servicebio, GB21301, 1:300) and Alexa Fluor 488-conjugated Goat Anti-Rabbit IgG (H + L) (Servicebio, GB25303, 1:400). Finally, nuclei were counterstained with DAPI. Fluorescence signals were visualized using a fluorescence microscope.

#### Quantitative reverse-transcription PCR (RT-qPCR)

Total RNA was extracted using M5 Total RNA Extraction Reagent (MF034, Mei5, Beijing, China). Reverse transcription was performed using the M5 Super Plus qPCR RT Kit (MF166, Mei5), and qPCR was carried out using M5 HiPer SYBR Premix EsTaq (MF787, Mei5) on a CFX96 system (C1000 Touch Thermal Cycler, Bio-Rad, CA, USA). GAPDH served as an internal control, and the 2ˆ-ΔΔCt method was used for relative quantification. Primer sequences are listed in Supplementary Document S1, Table S4.

#### Co-immunoprecipitation (Co-IP)

Co-immunoprecipitation assays were performed to examine the interaction between Thbs1 and integrin β1 (ITGB1) in H9c2 cells. Briefly, cells were lysed in IP lysis buffer supplemented with protease and phosphatase inhibitors. Cell lysates were incubated with 2 μg of rabbit anti-Thbs1 antibody (Abcam, Cat# ab267388) or mouse anti-integrin β1 (ITGB1, A-4) antibody (Santa Cruz Biotechnology, Cat# sc-374429) overnight at 4°C with gentle rotation. Protein A/G agarose beads were then added and incubated for 2 h at 4°C. Immunoprecipitates were washed three times with lysis buffer, eluted in SDS sample buffer, and subjected to Western blot analysis. For detection, corresponding HRP-conjugated secondary antibodies were used: anti-rabbit IgG and anti-mouse IgG. Signals were visualized using enhanced chemiluminescence (ECL).

#### Western blotting

Total proteins were extracted using RIPA buffer with protease inhibitors, separated by SDS-PAGE, and transferred to PVDF membranes. Membranes were blocked with 5% milk, incubated overnight at 4°C with the following primary antibodies diluted in blocking buffer: anti-ANP (Boster, A01318-1, 1:1000), anti-BNP (Abmart, PS00154, 1:1000), anti-Thbs1 (Abcam, ab267388, 1:1000), anti-LC3B (Abways, CY5992, 1:1000), anti-p62 (Abways, CY5546, 1:2000), anti-PINK1 (Cell Signaling Technology, #6946, 1:1000), anti-Parkin (Abways, CY6641, 1:1000), anti-p-PI3K (Abways, CY6427, 1:1000), anti-PI3K (Abways, CY6915, 1:1000), anti-*p*-Akt (Abways, CY6569, 1:1000), anti-Akt (Abways, CY5561, 1:1000), anti-*p*-mTOR (Abways, CY6571, 1:1000), anti-mTOR (Abways, CY5306, 1:1000), anti-β-Tubulin (Abways, AB0039, 1:10000) and anti-GAPDH (Abways, AB0037, 1:5000). After washing, membranes were incubated with HRP-conjugated secondary antibodies (Abcam, ab6721,1:10000) diluted in blocking buffer 1 h at room temperature. Bands were visualized using the ChemiDoc Imaging System (Bio-Rad), and intensities quantified with Image Lab software.

#### Transcriptomic and proteomic analyses

Left ventricular (LV) myocardium was dissected from control and HFpEF mice for multi-omics analysis. Each group included three independent biological replicates (*n* = 3), with tissues collected from distinct mice. For transcriptomic profiling, total RNA was extracted, and RNA quality assessment, library construction, and sequencing were performed by Novogene Bioinformatics Co., Ltd. (Beijing, China). High-throughput sequencing was conducted on the Illumina NovaSeq platform. Clean reads were aligned to the mouse reference genome using HISAT2, and gene expression levels were quantified with featureCounts. Differential gene expression analysis was performed using the DESeq2 package. Genes with an adjusted *p*-value <0.05 and an absolute log_2_ fold change ≥2 were defined as differentially expressed genes (DEGs). KEGG pathway enrichment analysis was conducted using the clusterProfiler R package. RNA-seq data are available at the NCBI Gene Expression Omnibus (GEO) database with accession number GSE305470.

For proteomic analysis, total protein was extracted from the same LV samples and subjected to tandem mass tag (TMT)-based quantitative proteomic profiling at Novogene. Protein samples were digested with trypsin, labeled with TMT reagents, and analyzed by high-resolution liquid chromatography–tandem mass spectrometry (LC-MS/MS). Differentially expressed proteins (DEPs) were identified using a *p*-value <0.05 and fold change >1.2 or <0.83. Functional enrichment of DEPs was performed using clusterProfiler, and gene set enrichment analysis (GSEA) was applied to identify significantly enriched pathways at the proteomic level. Proteomics data have been deposited in integrated proteome resources (iProX) under accession number IPX0013041000.

To examine the correlation between transcriptomic and proteomic alterations, integrated analysis was conducted by matching DEGs and DEPs based on gene symbols. Overlapping molecules with consistent expression trends at both mRNA and protein levels were identified. Additionally, joint analysis of transcriptomic and proteomic datasets was performed to reveal common differentially expressed targets and shared signaling pathways involved in the pathogenesis of HFpEF.

### Quantification and statistical analysis

Data are presented as mean ± standard deviation (SD), with the number of biological replicates (n, independent animals or independent cell culture experiments) indicated in each figure legend. Technical replicates were averaged prior to analysis where appropriate. Statistical analyses were performed using GraphPad Prism version 10 (GraphPad Software, USA). Comparisons between two groups were performed using unpaired two-tailed Student’s *t* test for normally distributed data with equal variances. For comparisons among three or more groups, one-way ANOVA followed by Tukey’s post hoc test was applied. Nonparametric tests (Mann–Whitney U test for two groups; Kruskal–Wallis test followed by Dunn’s post hoc test for multiple groups) were used when data were not normally distributed or variances were unequal. Normality and variance homogeneity were assessed based on sample characteristics.

Animals were randomly assigned to experimental groups, and investigators were blinded to group allocation during echocardiographic, histological, and biochemical analyses. Sample sizes were determined based on pilot experiments and prior studies to ensure adequate statistical power. No data points were excluded. Statistical significance was defined as ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. The asterisks indicate statistical significance based on the tests used. All statistical details, including *n* values, tests used, and definition of replicates, are provided in figure legends and the results section.

# Supplementary material for: Thrombospondin 1 aggravates cardiac remodeling in heart failure with preserved ejection fraction by inhibiting mitophagy
**Source:** iScience. 2026 Jan 7;29(2):114639. doi: 10.1016/j.isci.2026.114639
**Supplement:** Document S1. Figures S1–S9 and Tables S1–S4

**Supplemental information**

**Thrombospondin 1 aggravates cardiac remodeling  
in heart failure with preserved ejection  
fraction by inhibiting mitophagy**

**Xingpeng Bu, Shuo Sha, Zhenzhen Zhang, Sicheng Bian, Shuhui Feng, Chunxia Li, Lei Wang, and Huanzhen Chen**

## Supplementary Materials

Figure S1. Activation of the PI3K/Akt/mTOR signaling pathway in the myocardium of HFpEF mice

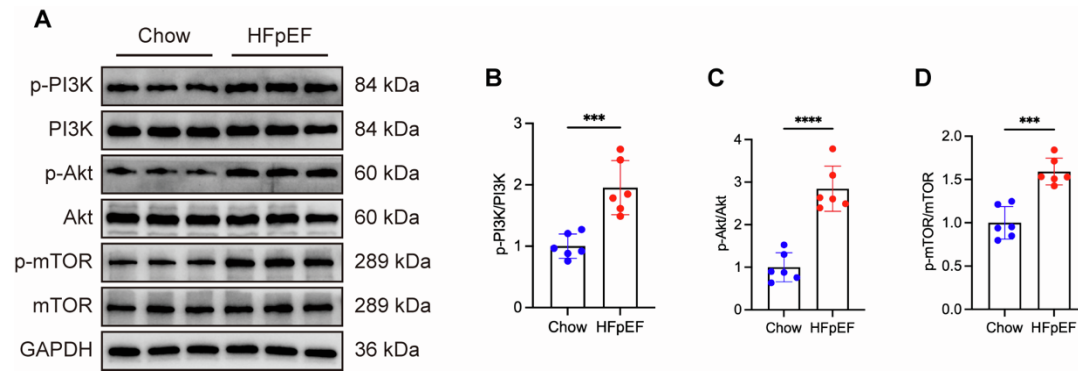

(A) Representative Western blot images showing phosphorylated and total PI3K, Akt, and mTOR in left ventricular tissue from HFpEF and chow-fed control mice. (B–D) Quantification of protein phosphorylation ratios: p-PI3K/PI3K (B), p-Akt/Akt (C), and p-mTOR/mTOR (D) ( $n = 6$  biological replicates per group, each representing one mouse). Data are presented as mean  $\pm$  SD. \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ; unpaired two-tailed Student's  $t$ -test.

Figure S2. Validation of cardiac-specific *Thbs1* knockdown in vivo by AAV9

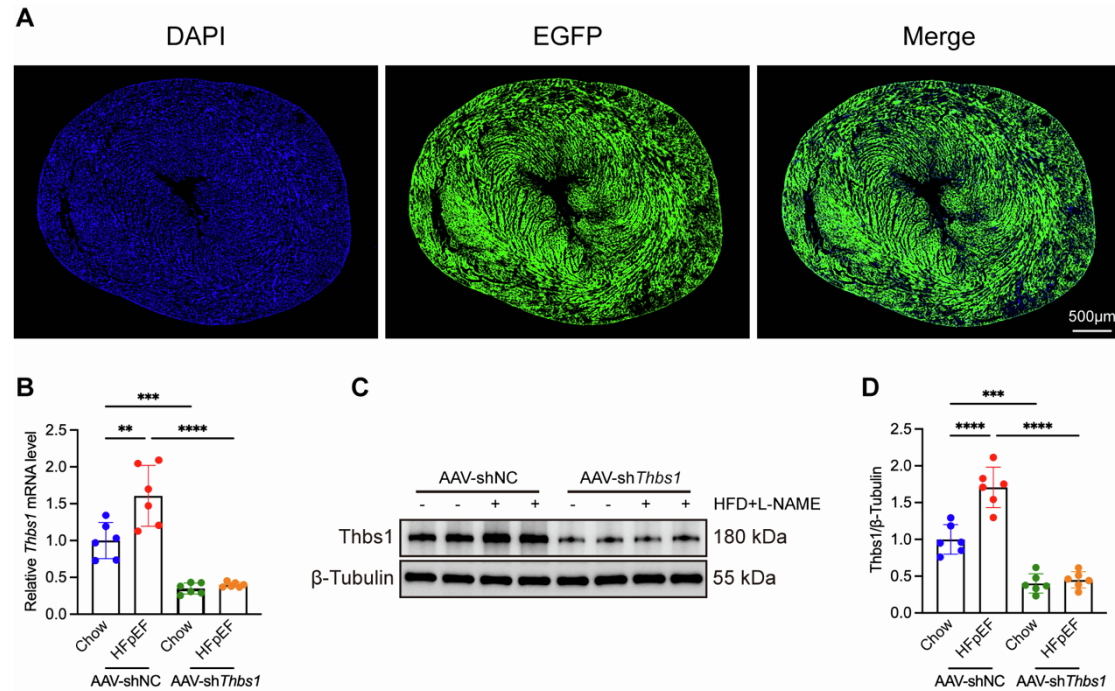

(A) Immunofluorescence staining of cardiac cryosections from mice injected with AAV9-cTnT-EGFP, showing specific EGFP expression restricted to ventricular cardiomyocytes (scale bar, 500μm). (B) RT-qPCR analysis showing reduced *Thbs1* mRNA expression in mouse hearts four weeks after AAV9-sh*Thbs1* injection compared with AAV9-shNC controls ( $n = 6$  biological replicates per group, each representing one mouse). (C) Representative Western blot images showing Thbs1 protein expression. (D) Densitometric quantification of Thbs1 protein levels normalized to β-Tubulin ( $n = 6$  biological replicates per group). Data are presented as mean  $\pm$  SD. \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ; one-way ANOVA followed by Tukey's post hoc test.

Figure S3. Hemodynamic and structural assessment following cardiac-specific *Thbs1* knockdown in HFpEF mice

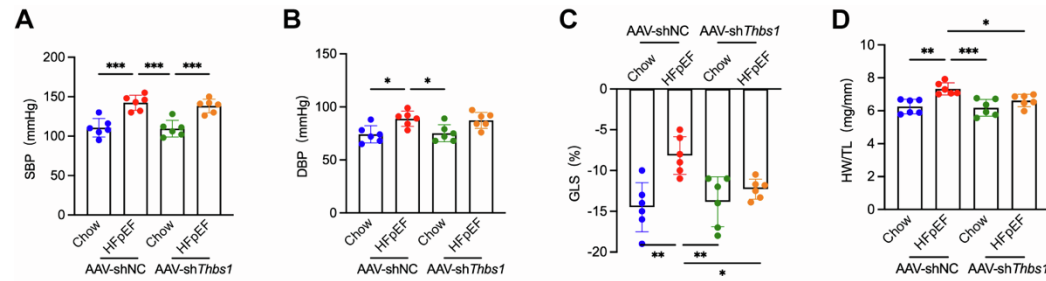

(A) Systolic blood pressure (SBP) and (B) diastolic blood pressure (DBP) in AAV-sh*Thbs1* and AAV-shNC mice subjected to high-fat diet (HFD) plus L-NAME treatment for 12 weeks ( $n = 6$  biological replicates per group, each representing one mouse). (C) Global longitudinal strain (GLS) measured by echocardiography ( $n = 6$ ). (D) Heart weight normalized to tibia length (HW/TL) ratio ( $n = 6$ ). Data are presented as mean  $\pm$  SD. \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001; one-way ANOVA followed by Tukey's post hoc test.

Figure S4. Validation of siRNA-mediated *Thbs1* knockdown efficiency in H9c2 cardiomyocytes

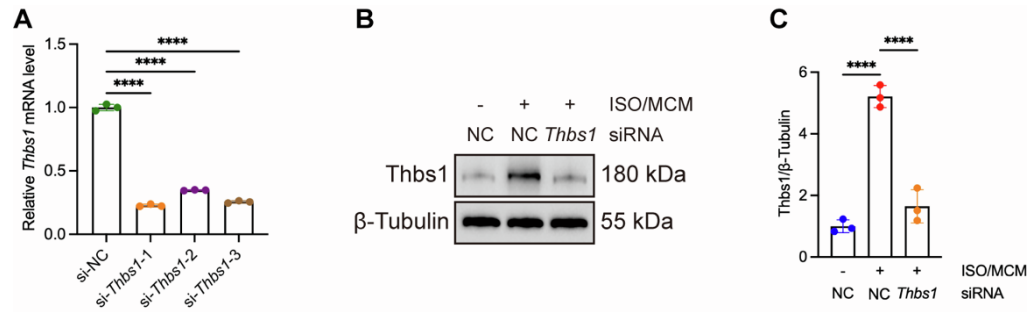

(A) RT-qPCR analysis of *Thbs1* mRNA expression after transfection with three different siRNAs (si-*Thbs1*-1, si-*Thbs1*-2, and si-*Thbs1*-3) compared with negative control (si-NC) ( $n = 3$  biological replicates). (B) Representative Western blot images showing *Thbs1* protein expression following siRNA transfection. (C) Densitometric quantification of *Thbs1* protein knockdown efficiency based on Western blot analysis ( $n = 3$ ). Data are presented as mean  $\pm$  SD. \*\*\*\* $p < 0.0001$ ; one-way ANOVA followed by Tukey's post hoc test.

Figure S5. *Thbs1* knockdown attenuates cardiomyocyte hypertrophy *in vitro*

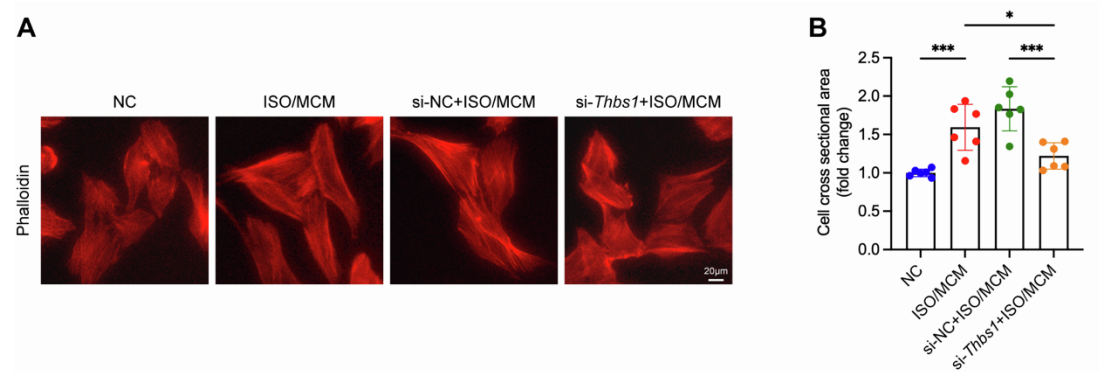

(A) Representative fluorescence images of H9c2 cells stained with phalloidin-TRITC to visualize F-actin and assess cellular hypertrophy under ISO and MCM stimulation, with or without si-*Thbs1* transfection (scale bar, 20 μm). (B) Quantification of cardiomyocyte surface area ( $n = 6$  biological replicates per group, each measured in triplicate). Data are presented as mean  $\pm$  SD.  $*p < 0.05$ ,  $***p < 0.001$ ; one-way ANOVA followed by Tukey's post hoc test.

Figure S6. Validation of Thbs1 overexpression in H9c2 cardiomyocytes

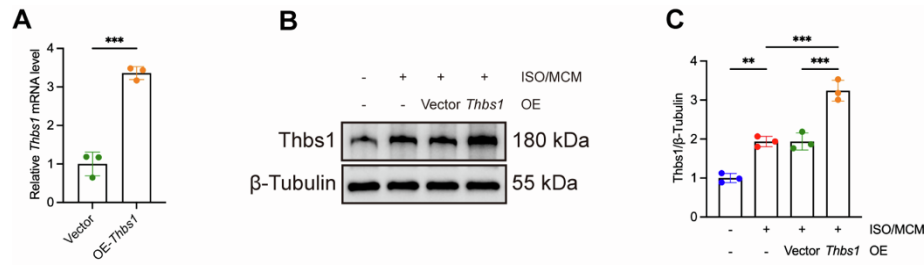

(A) RT-qPCR analysis confirming increased *Thbs1* mRNA expression following pcDNA3.1-Flag-*Thbs1* transfection ( $n = 3$  biological replicates, each measured in triplicate). (B) Representative Western blot images showing elevated Thbs1 protein expression in transfected H9c2 cells. (C) Densitometric quantification of Thbs1 protein levels normalized to  $\beta$ -Tubulin ( $n = 3$  biological replicates, each measured in triplicate). Data are presented as mean  $\pm$  SD.  $**p < 0.01$ ,  $***p < 0.001$ ; one-way ANOVA followed by Tukey's post hoc test.

Figure S7. *Thbs1* overexpression exacerbates cardiomyocyte hypertrophy *in vitro*

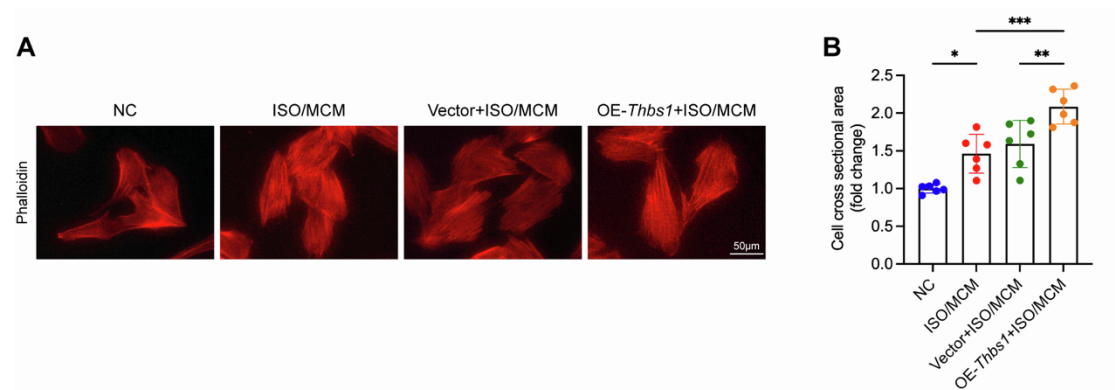

(A) Representative images of H9c2 cells stained with Phalloidin TRITC to visualize F-actin and assess cellular hypertrophy under ISO and MCM stimulation (scale bar, 50µm). (B) Quantification of cardiomyocyte surface area ( $n = 6$  biological replicates, each measured in triplicate). Data are presented as mean  $\pm$  SD. \* $p < 0.05$ , \*\*\* $p < 0.001$ ; one-way ANOVA followed by Tukey's post hoc test.

Figure S8. *Thbs1* knockdown suppresses PI3K/Akt/mTOR pathway activation in HFpEF mouse hearts

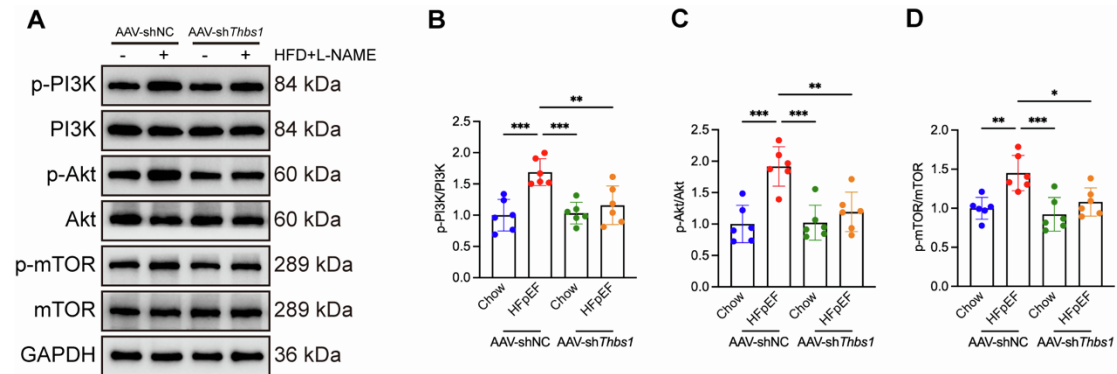

(A) Representative Western blot images showing phosphorylated and total PI3K, Akt, and mTOR in left ventricular myocardial tissue from each experimental group. (B–D) Quantification of p-PI3K/PI3K (B), p-Akt/Akt (C), and p-mTOR/mTOR (D) ratios ( $n = 6$  biological replicates per group, each measured in duplicate). Data are presented as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; one-way ANOVA followed by Tukey's post hoc test.

Figure S9. PI3K/Akt/mTOR inhibition reverses hypertrophic effects of *Thbs1* overexpression in H9c2 cells

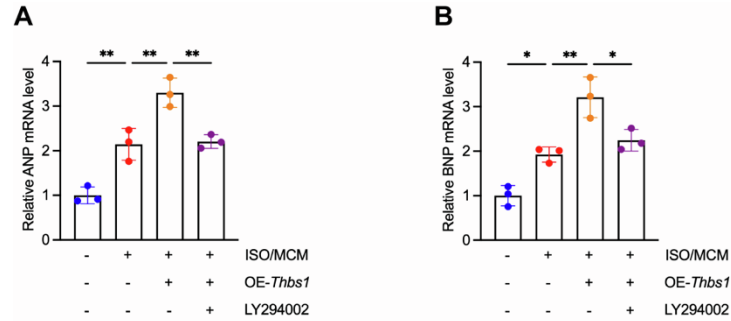

(A and B) Relative mRNA expression of hypertrophic markers ANP (A) and BNP (B) assessed by RT-qPCR in H9c2 cells under four experimental conditions ( $n = 3$  biological replicates per group, each measured in triplicate). Data are presented as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ ; one-way ANOVA followed by Tukey's post hoc test for multiple-group comparisons.

Table S1. The siRNA sequences of *Thbs1*

| NAME                | Forward (5' to 3' sequence) | Reverse (5' to 3' sequence) |
|---------------------|-----------------------------|-----------------------------|
| si- <i>Thbs1</i> -1 | CGCUGUUUGUCCAAGAAGA         | UCUUCUUGGACAAACAGCG         |
| si- <i>Thbs1</i> -2 | GGGAGAUGUCAAUUGACAAU        | AUUGUCAUUGACAUCUCCC         |
| si- <i>Thbs1</i> -3 | GCUCCAGUUCAGCUACCAA         | UUGGUAGCUGAACUGGAGC         |

Table S2. Echocardiography analysis of cardiac function in Chow and HFpEF mice

|              | Chow          | HFpEF        | <i>p</i> value |
|--------------|---------------|--------------|----------------|
| LVID, d (mm) | 3.90 ± 0.14   | 4.06 ± 0.16  | 0.0981         |
| LVPW, d (mm) | 0.79 ± 0.09   | 0.94 ± 0.15  | 0.0611         |
| LVEF (%)     | 62.67 ± 4.72  | 61.5 ± 5.75  | 0.7090         |
| LVFS (%)     | 33.17 ± 3.31  | 32.5 ± 2.59  | 0.7058         |
| E/A          | 1.22 ± 0.15   | 2.21 ± 0.50  | 0.0010         |
| E/e'         | 24.85 ± 3.70  | 35.98 ± 9.10 | 0.0211         |
| GLS (%)      | -13.67 ± 3.20 | -8.5 ± 3.08  | 0.0174         |

Data are presented as mean ± SD. *n* = 6 biological replicates per group (each value represents one mouse; each averaged from three technical measurements). Statistical significance was determined using unpaired two-tailed Student's t-test.

Table S3. Echocardiography analysis of cardiac function in AAV-shNC and AAV-sh*Thbs1* mice with or without HFD/L-NAME treatment

|              | AAV-shNC<br>Chow | AAV-shNC<br>HFpEF | AAV-sh <i>Thbs1</i><br>Chow | AAV-sh <i>Thbs1</i><br>HFpEF |
|--------------|------------------|-------------------|-----------------------------|------------------------------|
| LVID, d (mm) | 3.87 ± 0.13      | 4.05 ± 0.19       | 3.99 ± 0.22                 | 3.92 ± 0.09                  |
| LVPW, d (mm) | 0.79 ± 0.08      | 0.93 ± 0.14       | 0.80 ± 0.08                 | 0.87 ± 0.10                  |
| LVEF (%)     | 63.67 ± 4.72     | 61.67 ± 5.47      | 63.33 ± 3.33                | 62.33 ± 2.16                 |
| LVFS (%)     | 33.5 ± 3.27      | 31.83 ± 2.64      | 32.83 ± 2.48                | 32.5 ± 1.05                  |
| E/A          | 1.23 ± 0.16      | 2.16 ± 0.67       | 1.20 ± 0.16                 | 1.53 ± 0.21                  |
| E/e'         | 24.62 ± 3.61     | 35.49 ± 7.64      | 25.22 ± 3.33                | 27.44 ± 3.54                 |
| GLS (%)      | -14.50 ± 3.02    | -8.17 ± 2.31      | -15.17 ± 3.76               | -12.28 ± 1.22                |

Data are presented as mean ± SD. *n* = 6 biological replicates per group (each value represents one mouse; each averaged from three technical measurements). Statistical significance was determined by one-way ANOVA followed by Tukey's post hoc test.

Table S4. The primers for RT-qPCR in this study

| Gene         | Forward (5' to 3' sequence) | Reverse (5' to 3' sequence) |
|--------------|-----------------------------|-----------------------------|
| <i>Thbs1</i> | GTGAGGTTTGTCTTTGGAACCA      | GTTGTTGTCAAGGGTAAGAAGGA     |
| IL-1β        | GCAACTGTTTCCTGAACTCAACT     | ATCTTTTGGGGTCCGTCAACT       |
| IL-6         | TAGTCCTTCCTACCCCAATTTC      | TTGGTCCTTAGCCACTCCTTC       |
| TNF-α        | TCTCATCAGTTCTATGGCCC        | GGGAGTAGACAAGGTACAAC        |
| ANP          | GGGGAAGTCAACCCGTCTCA        | TCAATCCTACCCCCGAAGCA        |
| BNP          | TTCCGATCCAGGAGAGACTT        | CCTAAAACAACCTCAGCCCGT       |
| GAPDH        | TGACCTCAACTACATGGTCTACA     | CTTCCCATTTCTCGGCCTTG        |

# Supplementary material for: Thrombospondin 1 aggravates cardiac remodeling in heart failure with preserved ejection fraction by inhibiting mitophagy
**Source:** iScience. 2026 Jan 7;29(2):114639. doi: 10.1016/j.isci.2026.114639
**Supplement:** Data S1. Original western blotting raw bands

**Data S1. Original western blotting raw bands**

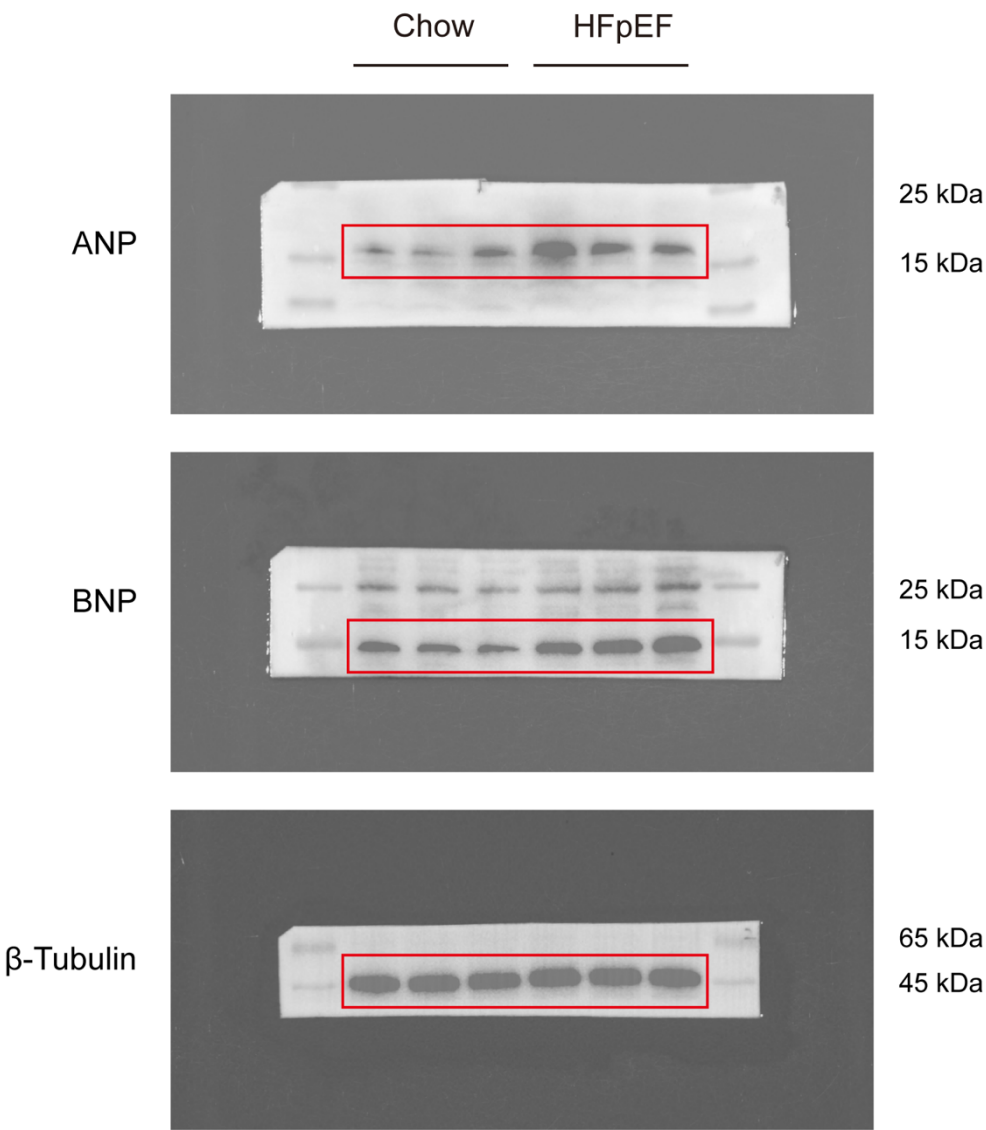

Figure.1P Western Blotting Raw Bands

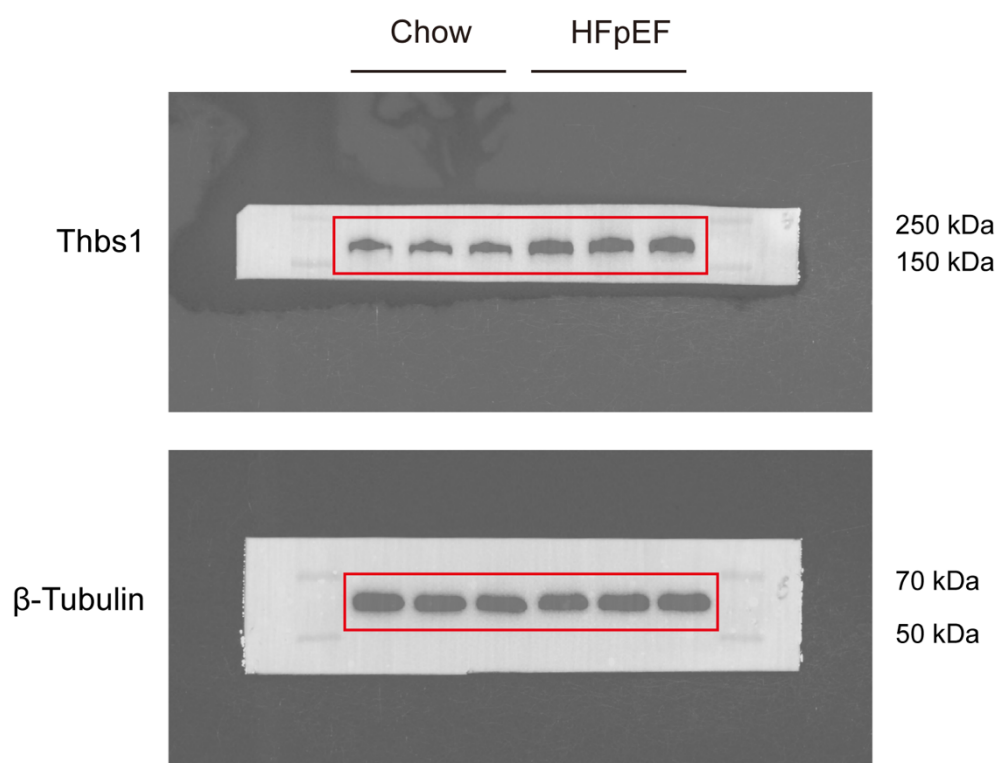

Figure.2J Western Blotting Raw Bands

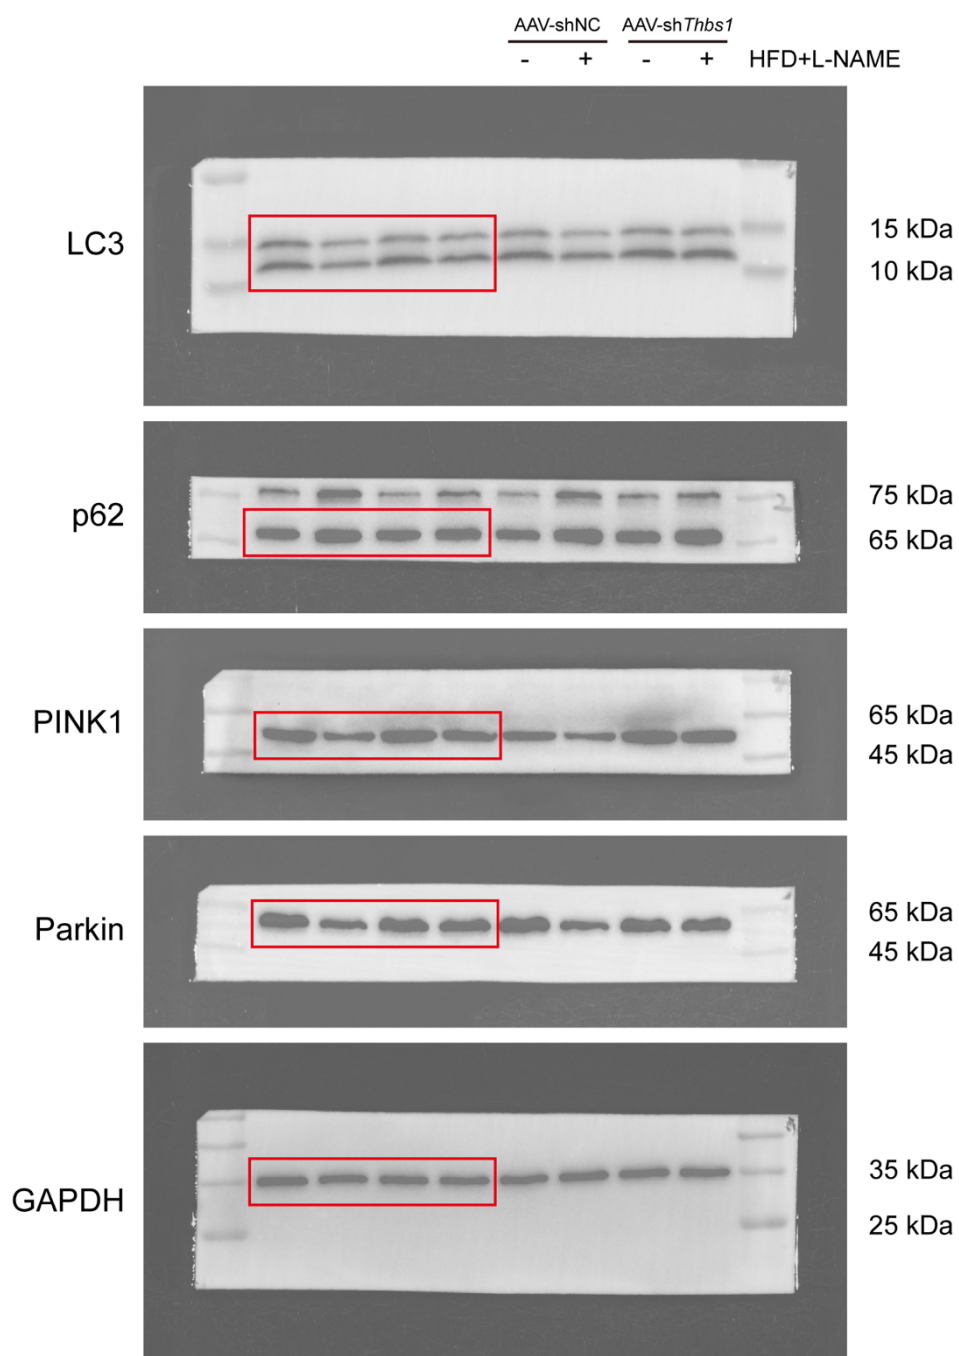

Figure.4C Western Blotting Raw Bands

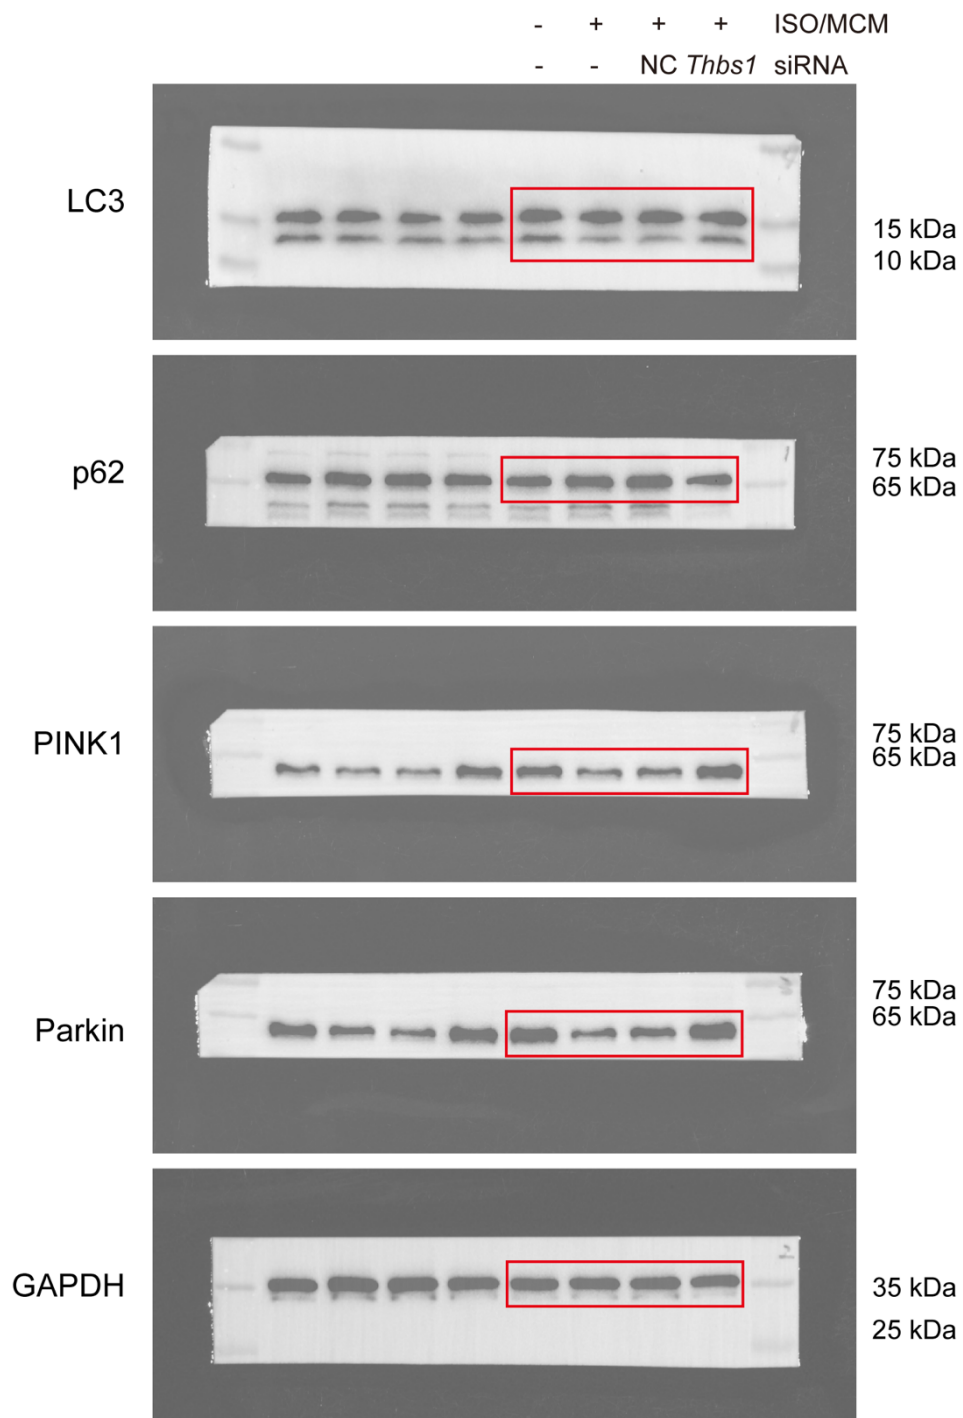

Figure.5I Western Blotting Raw Bands

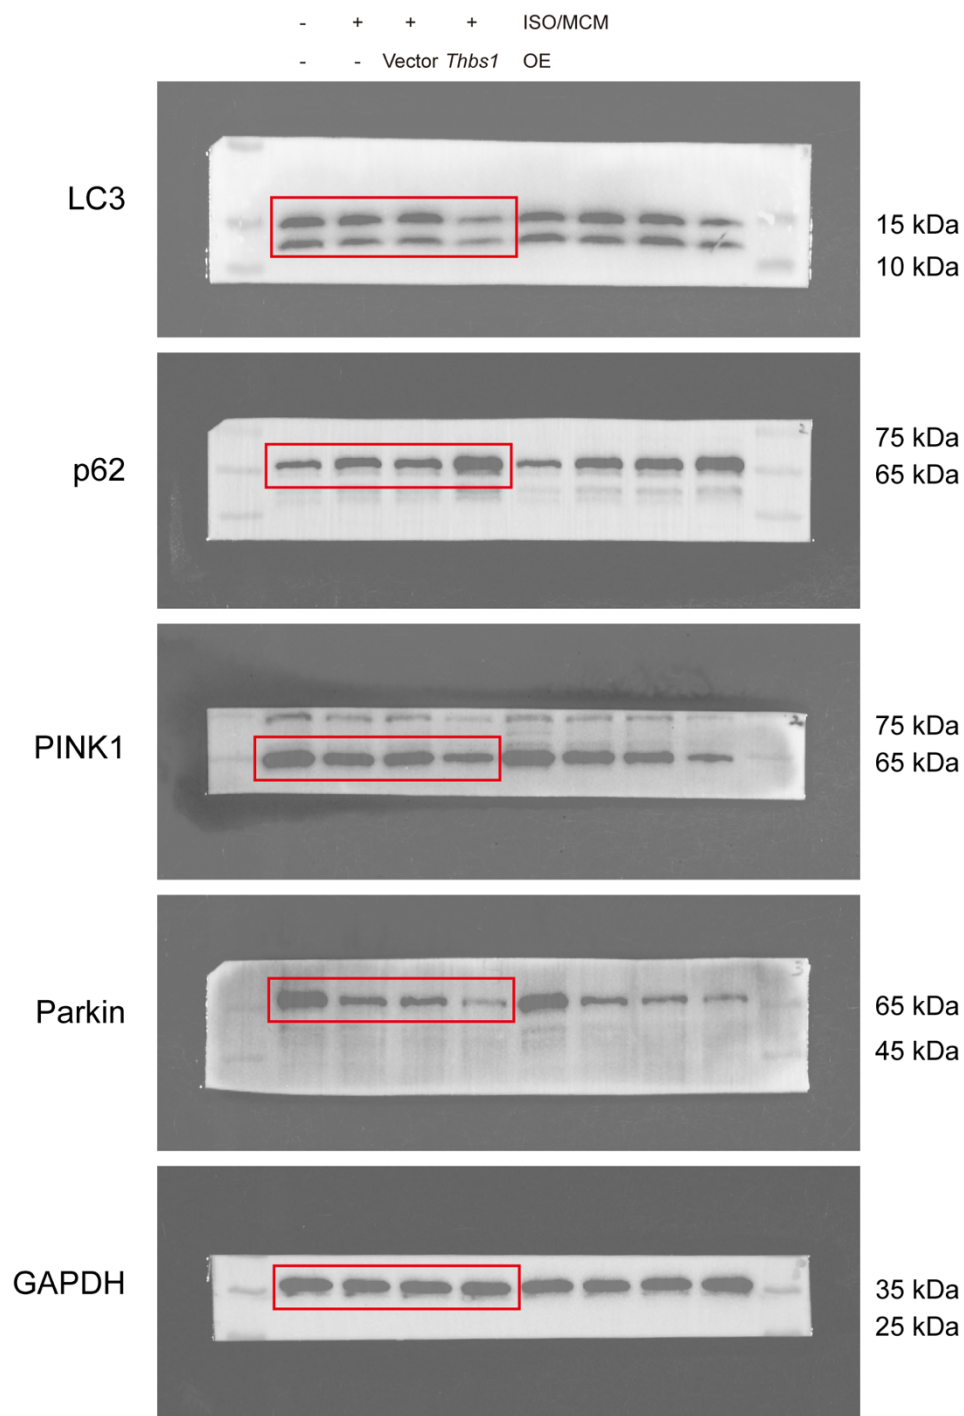

Figure.6H Western Blotting Raw Bands

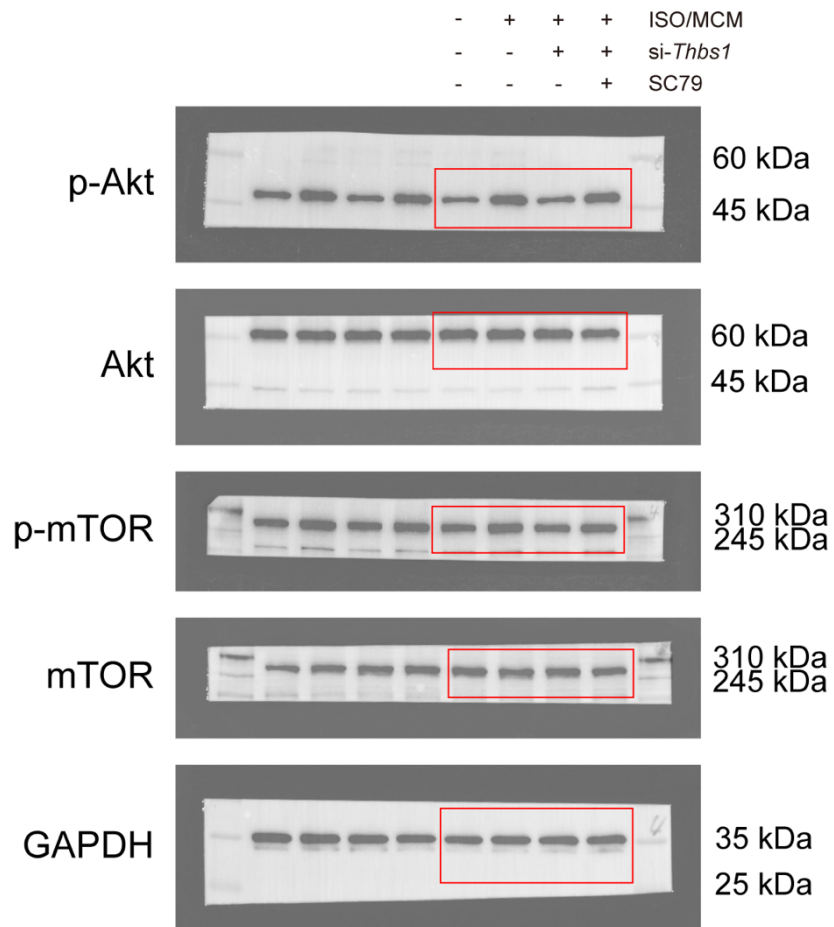

Figure.7A Western Blotting Raw Bands

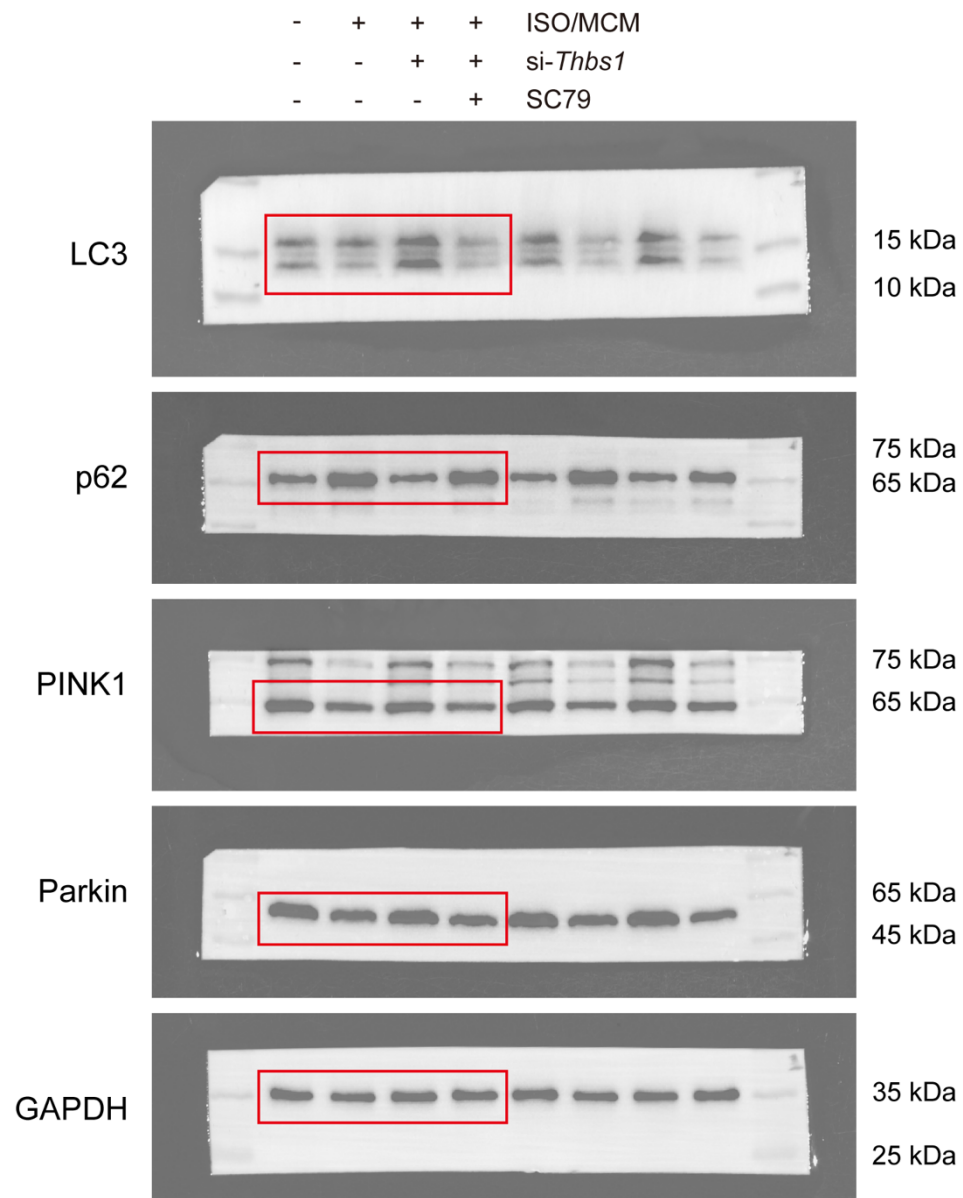

Figure.7I Western Blotting Raw Bands

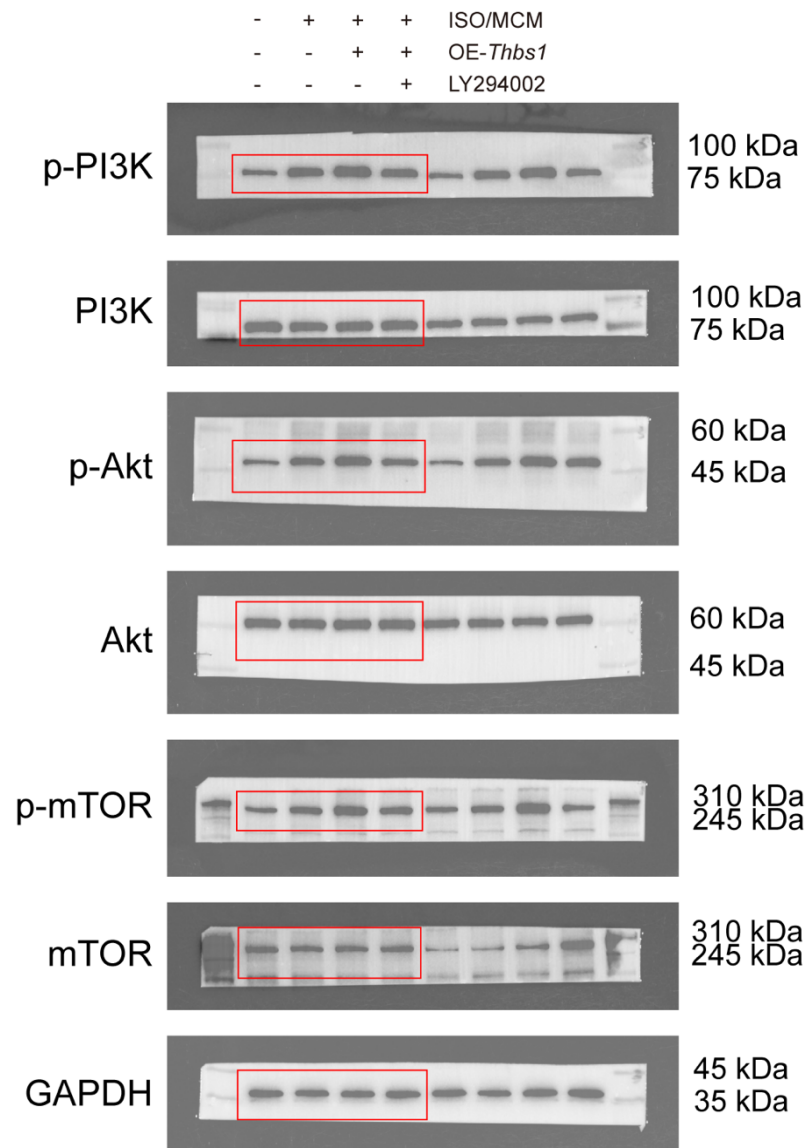

Figure.8A Western Blotting Raw Bands

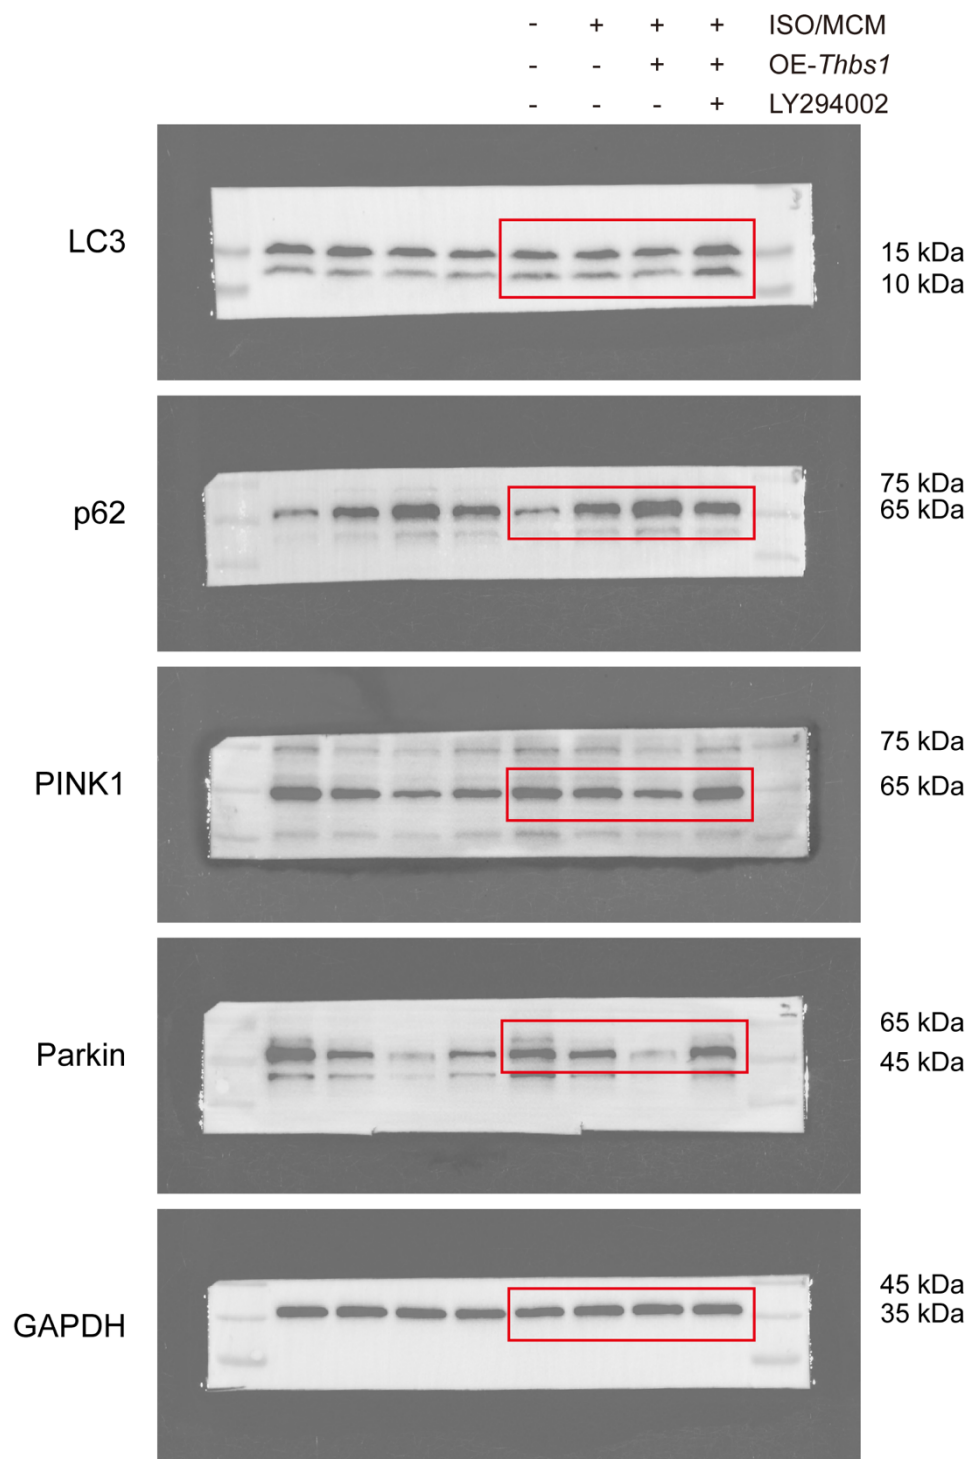

Figure.8H Western Blotting Raw Bands

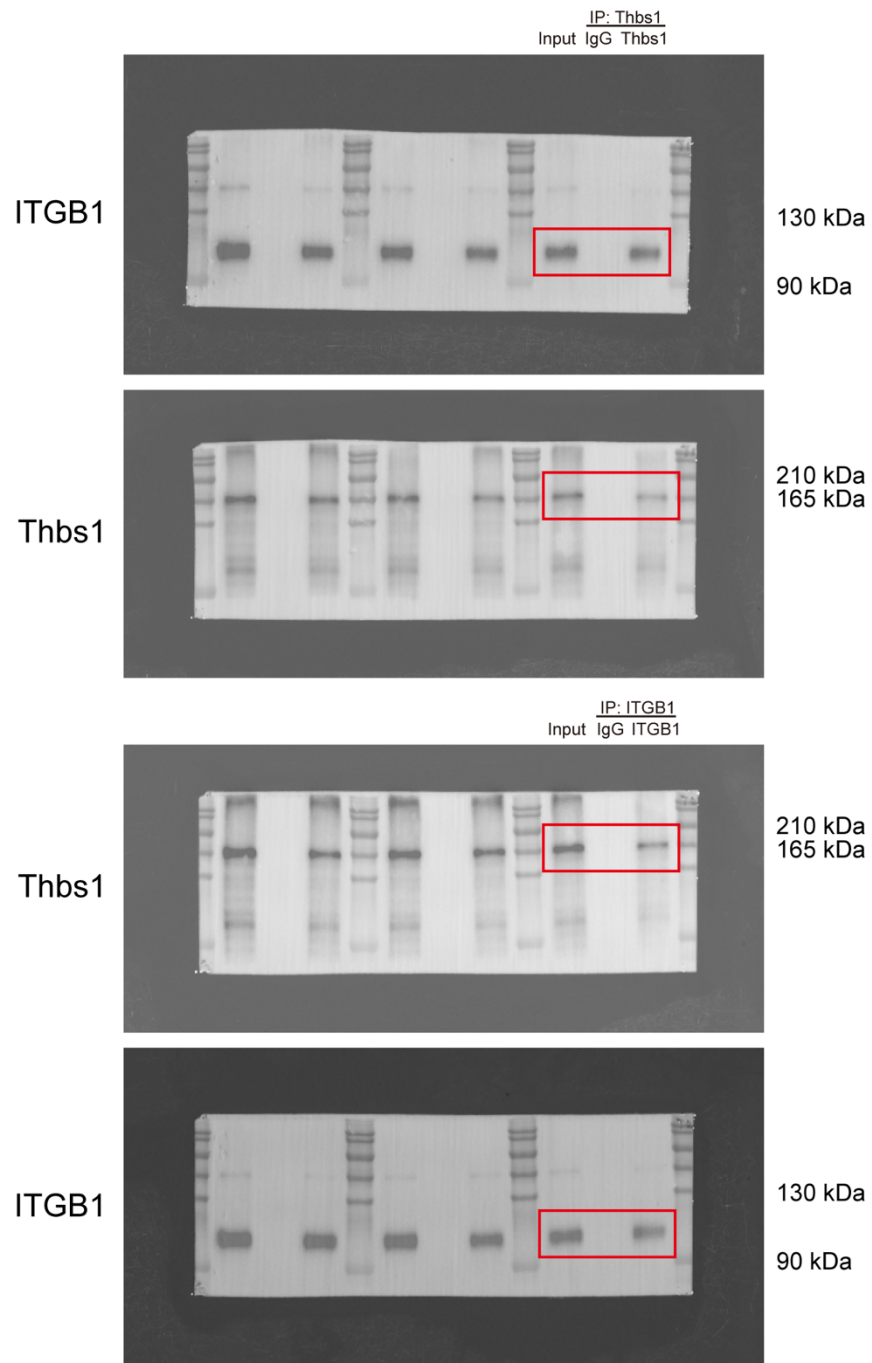

Figure.8M Western Blotting Raw Bands

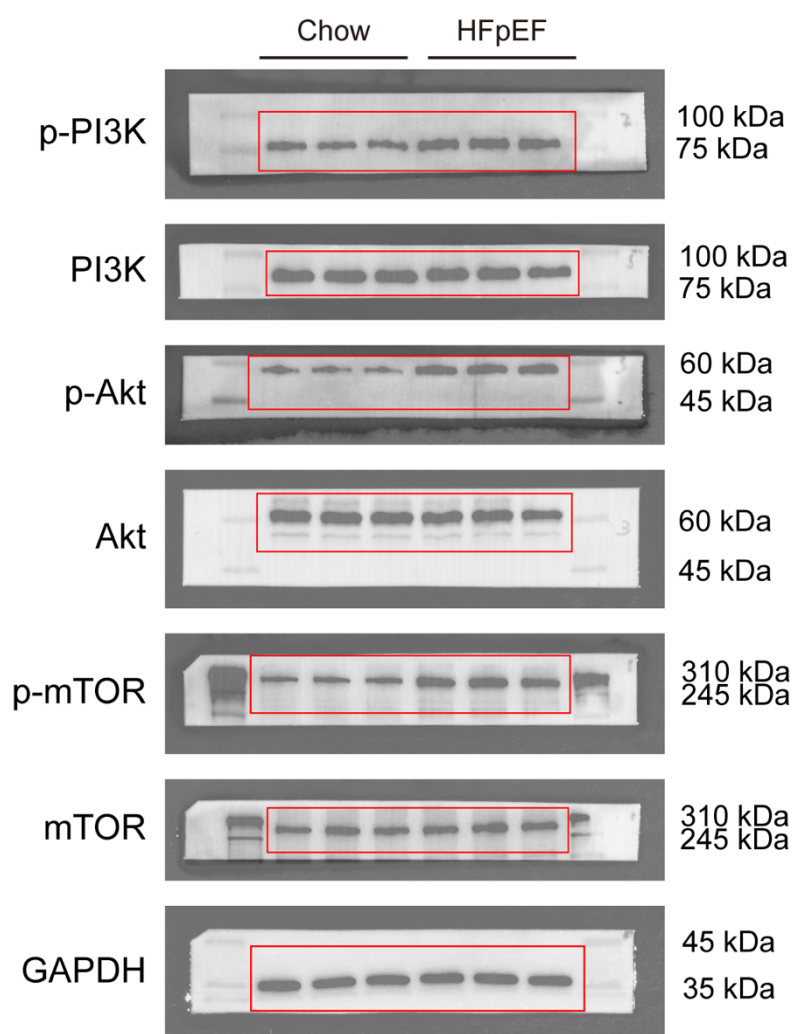

Figure.S1A Western Blotting Raw Bands

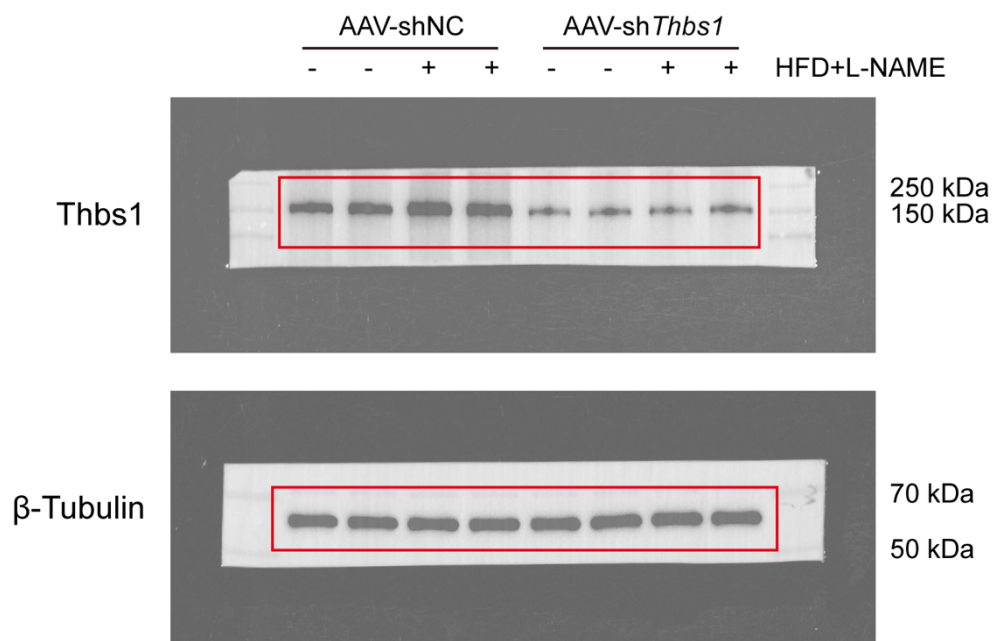

Figure.S2C Western Blotting Raw Bands

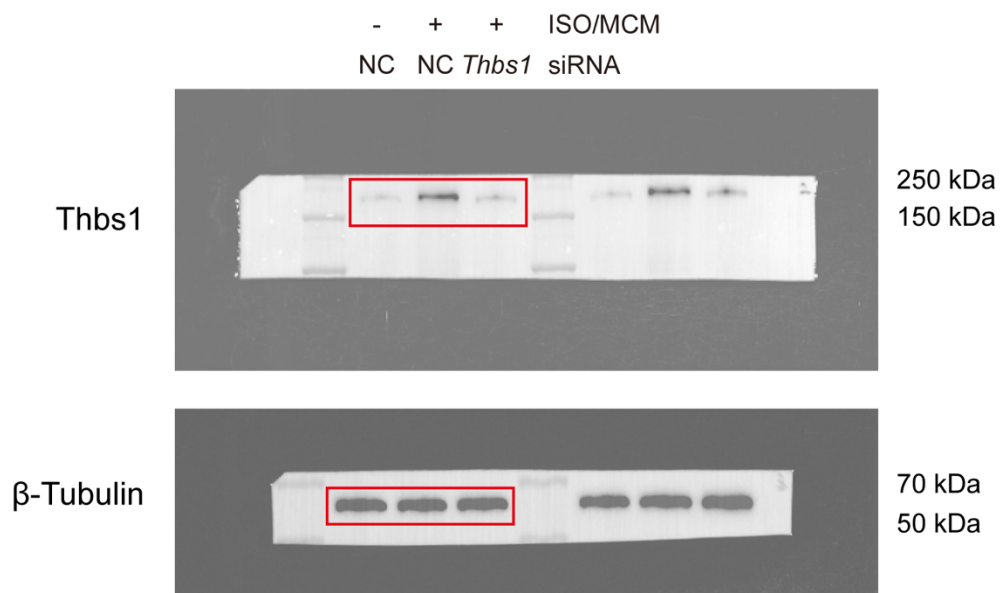

Figure.S4B Western Blotting Raw Bands

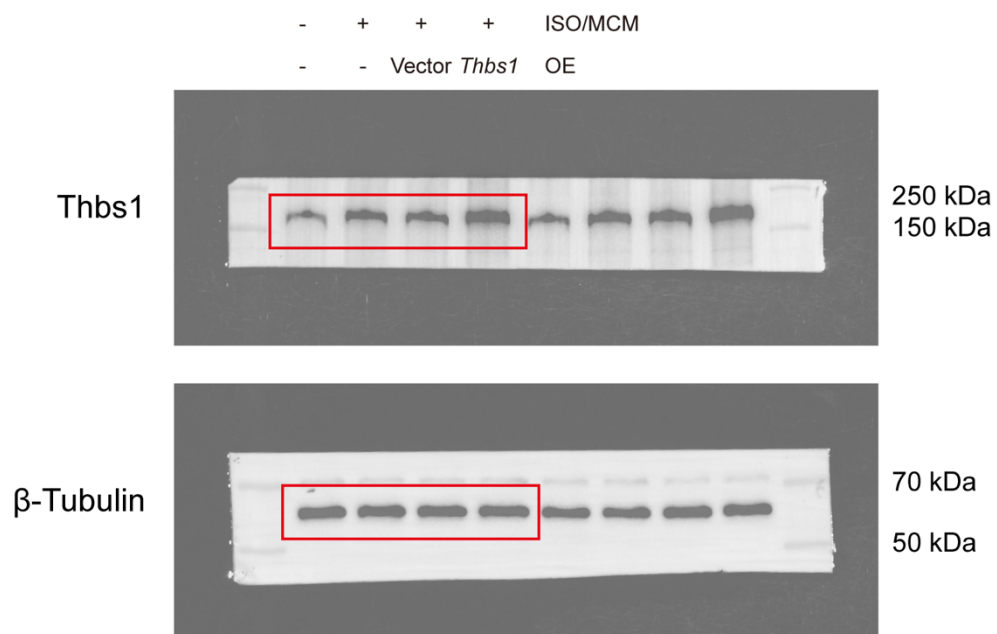

Figure.S6B Western Blotting Raw Bands

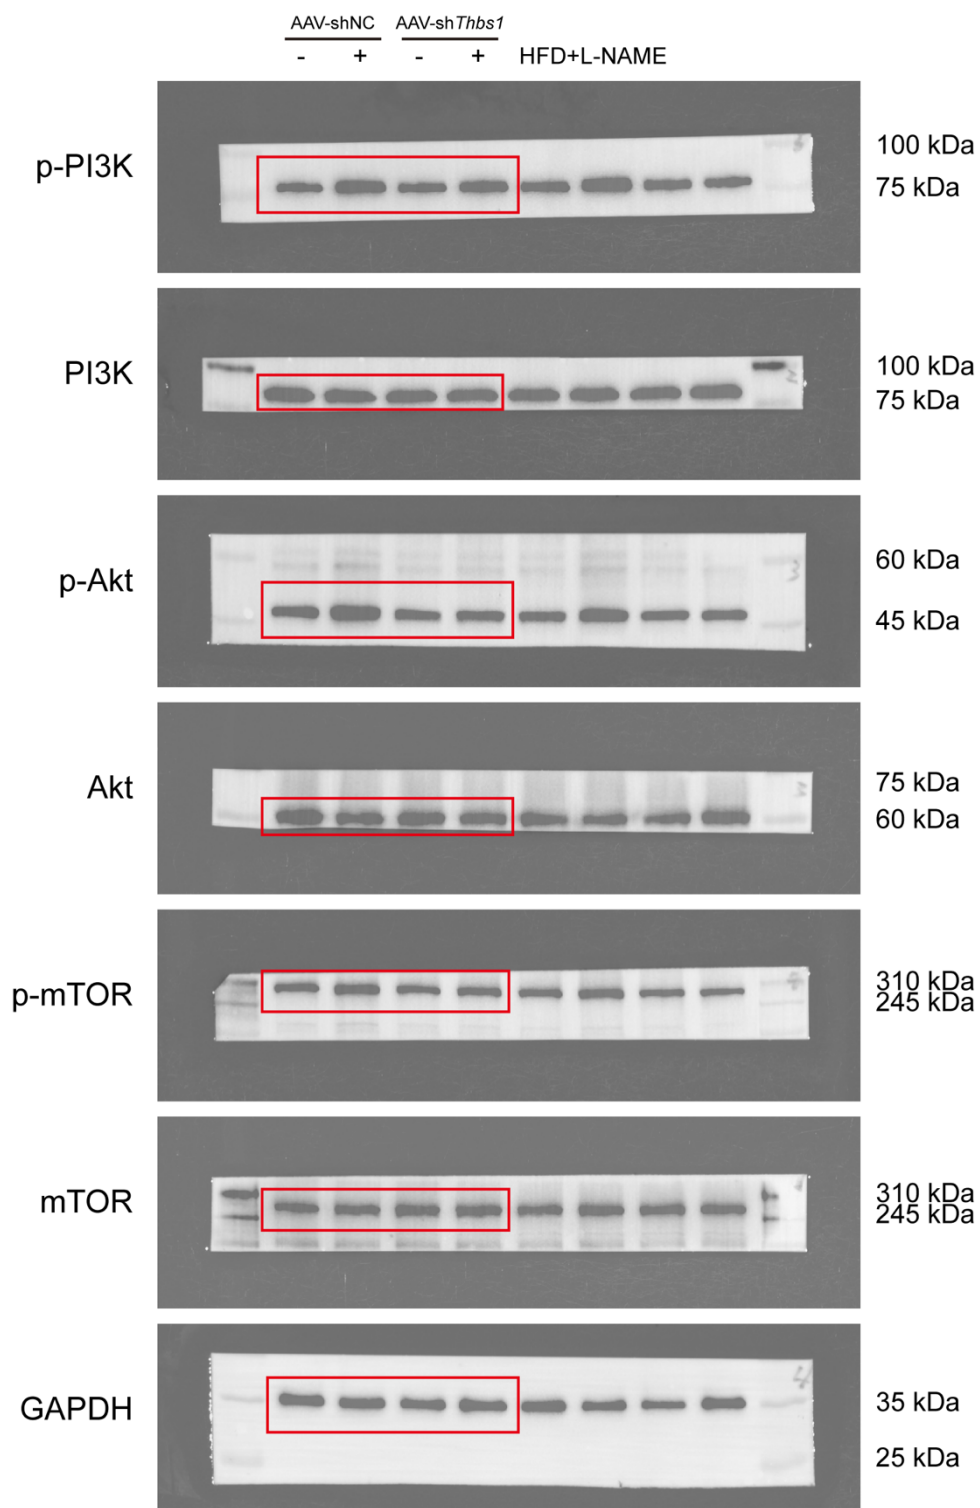

Figure.S8A Western Blotting Raw Bands

How the deposited data were processed for this re-analysis (not part of the article)

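RNA sequencing of left ventricular myocardium was examined in 6 libraries, from 3 chow-fed mice and 3 HFpEF mice given a high-fat diet and L-NAME for 12 weeks. The sample labels give each library's group and replicate number, and every library was used. The authors aligned clean reads to the mouse genome with HISAT2, counted them per gene with featureCounts and deposited FPKM, without naming the genome build, the annotation or the formula in the paper's text. The deposited FPKM covered 54532 gene identifiers, of which 54495 are in GENCODE mouse release M21 on GRCm38. FPKM was multiplied by the union exon length from that release. At a relative tolerance of 1e-06, 96.1% to 96.2% of the values above 0 in each library were then whole multiples of 1 step. The read number of each gene was recovered from that step. The denominators implied by the steps ran from 11734336 to 14239712 reads in Chow and from 13847565 to 19316914 in HFpEF. These differ from the summed reads, so the deposited FPKM carry a further scaling between libraries that the paper's text does not name. Median-of-ratios factors computed here were accordingly between 0.999 and 1.00. Genes with FPKM above 0 numbered 20499 to 21024 in Chow and 21622 to 22366 in HFpEF.

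FPKM was rescaled by the median of ratios, a pseudocount of 0.1 was added, and log2 values were fitted with limma (lmFit, then eBayes with trend and robust options). The genes tested had FPKM of at least 0.5 in at least 3 libraries. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2, as in the paper's methods. Single genes were also compared by an exact two-sided permutation test, whose smallest p for 3 mice against 3 is 0.1. Where every Chow library had 3 reads or fewer, the fold is a lower bound against 3 reads. These limits cover counting error only. Overlaps of DEGs with the 5 pathway lists were tested with a one-sided Fisher's exact test against all genes tested. Shifts of whole lists were tested with limma's camera at an inter-gene correlation of 0.01, with fry, and with camera at an estimated correlation. The pathway lists were written by hand, because the KEGG gene sets were not used here, and may differ from KEGG's in membership.

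A list of mitophagy and autophagy genes and 23 marker lists were written by hand in the same way. The marker lists cover adipocytes, brown adipocytes, liver, skeletal muscle, atrial and ventricular cardiomyocytes, red blood cells, fibroblasts, endothelial cells, smooth muscle and pericytes, macrophages, neutrophils, B cells, T and NK cells, mesothelium and epicardium, Schwann cells and neurons, cartilage and valve, lung epithelium, skin keratinocytes, immediate early genes, mitochondrially encoded genes, sex chromosome genes and Nnt. The genes named in the text were chosen by rule. They are Thbs1, Pon1 and the other proteins of Figure 2E, genes for proteins or mRNA that the paper measures in hearts by other assays, and up to 10 DEGs with the largest rise and 5 with the largest fall among those without overlap between groups. DEGs in the pathway lists and up to 4 of the most abundant genes of each marker list complete the rule. Genes named outside it are marked as chosen after their values were seen.

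The test, its thresholds, the lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from those marked as chosen later. Alternatives fixed in this way were FPKM as deposited, quantile normalization, pseudocounts of 1 and 0.01, no filter, an FPKM minimum of 1, an unadjusted p, a log2 fold change of at least 1, eBayes without trend or robust options, the ratio of group means for Thbs1, fry, an estimated correlation, the replicate number as a block, and leaving out each library in turn. Alternatives chosen after the data were seen were voom on recovered reads, a minimum of 10 recovered reads in 3 libraries, a 4-fold ratio of group means with no test, and further scalings and libraries left out for the marker and mitophagy lists. Leaving out a library first had the FPKM minimum applied again to the 5 libraries left. It was changed to the genes of the fit of all 6 libraries after those counts were seen, because 7 of the 8 DEGs were no longer tested without an HFpEF library. Both forms are reported.

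The fit was tested on simulated data with 14220 genes in 3 libraries against 3, of which 200 had a log2 fold change of 3 at a dispersion of 0.05. It called 194 of the 200 changed genes and 2 unchanged genes. A list of 40 shifted genes had a camera p of 1.07e-30, and 1 of 20 random lists had a camera p under 0.05. The simulated genes were independent and shared 1 dispersion, with no library set apart from its group. In the real data HFpEF replicate 3 lay apart and genes of a list were correlated, so these rates do not carry over. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The proteomics, RT-qPCR, western blot, histology and cell culture data were not analysed here. Results for some of the genes covered by the rule are not reported here.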

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

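The tests on genes with at least 4-fold higher mean FPKM, on the libraries that share the rise in Thbs1, and on adipocyte list genes without overlap between groups were chosen only after the results were seen. The adipose test on the DEGs was narrowed to the 4 outside the adipocyte list at the same stage. The choice of which marker lists to weigh here was also made then. A list is discussed where more than 0.5 of its genes with FPKM of at least 0.5 in an HFpEF library, at least 3 genes, in a tissue or cell type the paper does not discuss, were over 2-fold above every Chow library in at least 2 HFpEF libraries.

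Adipocyte genes gave such a signal in 8 of the 11 list genes with FPKM of at least 0.5 in an HFpEF library. Cfd had an FPKM of 35.3, 37.8 and 22.9 in HFpEF replicates 1, 2 and 3, and Plin1, chosen after its values were seen, 4.87, 5.17 and 1.11, with at most 1 read of either gene in any Chow library. Of the 12 list genes, 3 had FPKM of at least 0.5 in every Chow library, and 1, Fabp4, is also in the endothelial list. Fabp4 was lower in HFpEF hearts. The median log2 fold change of the 9 tested genes was 4.90, or 4.84 with 6 genes at their lower bound. The difference in depth between groups does not account for 407 to 591 Cfd reads against 0. Adipose tissue taken with the HFpEF ventricles would raise most list genes in every HFpEF library, and 9 of 12 genes had every HFpEF library above every Chow library, which is consistent with it. Growth of fat in the heart on the high-fat diet predicts the same and was not tested, so these explanations cannot be told apart for the adipocyte genes, since the diet and the group coincide. For the 4 DEGs outside the list the source stays open. Of these, 2, Hp and Gm25965, were highest in HFpEF replicate 3, where adipocyte genes were lowest. Cyp2e1 was lowest there, as Cfd was, with an FPKM of 10.3, 9.71 and 5.71 in HFpEF replicates 1, 2 and 3. Gm25965 had 2 to 8 reads per HFpEF library and Mir199a-1 2 or 3, so their order rests on few reads. Of the 204 genes with at least 4-fold higher mean outside the list, 117 were highest in HFpEF replicate 3, which argues against adipose tissue as the source of the whole set.

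Brown adipocyte genes gave the signal in 3 of 5 genes. Ucp1 had an FPKM of 5.99 and 8.33 in HFpEF replicates 1 and 2 and 0 in HFpEF replicate 3 and in every Chow library. Dio2 had 1.08, 0.376 and 0.507 in HFpEF replicates 1, 2 and 3, against 0.0846 to 0.205 in Chow. Cox7a1 and Cidea, the 2 genes of the list that passed the FPKM minimum and were expressed in every Chow library, were not higher, with a median log2 fold change of −0.67 (−0.44 without HFpEF replicate 3). No explanation was tested for this list alone, and fat taken at dissection and fat in the heart remain open as for the adipocyte genes.

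Liver genes gave the signal in 3 of 5 genes, with 2 of the list's 17 genes expressed at an FPKM of at least 0.5 in every Chow library. They were Hp, Cyp2e1 and Ahsg, of which Ahsg had an FPKM of 5.84, 4.46 and 3.09 in HFpEF replicates 1, 2 and 3 against 0.505 to 1.92 in Chow. The median log2 fold change of the 5 tested genes was 1.98, also with Cyp2e1 at its lower bound. Liver RNA would bring its most abundant transcripts, Alb, Apoa1, Apoa2 and Ttr, named for this test in advance, at levels far above Pon1. The highest FPKM of these 4 in any HFpEF library was 1.32, for Apoa2, and Alb had 0 reads, which argues against liver RNA. An effect of the diet or L-NAME on these genes in the heart stays open and was not tested apart from the adipose explanation.

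Atrial cardiomyocyte genes gave the signal in 8 of 8 genes, although 4 of them had an FPKM of at least 0.5 in every Chow library. The rise was in HFpEF replicates 1 and 2, and Chow replicate 3 was also high. Myl7 had an FPKM of 974 and 2073 in HFpEF replicates 1 and 2 and 237 in Chow replicate 3, but 8.60 in HFpEF replicate 3 and 3.81 and 0.289 in the other Chow libraries. Sln and Myl4 followed, at 219 and 213 in HFpEF replicate 1, 431 and 378 in HFpEF replicate 2, and 54.5 and 50.0 in Chow replicate 3. Bmp10, chosen after its values were seen, had an FPKM of 148 in HFpEF replicate 1 and at most 0.0263 in any other library. The median log2 fold change of the 7 tested genes was 4.90, and 3.09 without Chow replicate 2. As a cause of the DEGs, atrial tissue is argued against by HFpEF replicate 3, where 4 of 5 atrial markers were lower than in Chow replicate 3 although all 8 DEGs were raised there and low in Chow replicate 3. For genes with at least 4-fold higher mean that peak in HFpEF replicate 1 or 2, atrial tissue would make Chow replicate 3 the highest Chow library. This was so for 44.3% of 88 such genes (39) and for 30.8% of the 117 that peak in HFpEF replicate 3 (36), outside the atrial list (Fisher's exact test, p = 0.0569). Of the 88, the share was 24 of the 46 that peak in HFpEF replicate 2 and 15 of the 42 that peak in replicate 1, a division made after the values were seen and not tested. Whether atrial tissue contributes to those genes cannot be told apart from other sources with these counts. Atrial tissue in the dissected ventricles of HFpEF replicates 1 and 2 and Chow replicate 3 may explain the atrial genes themselves, and re-expression of atrial genes in hypertrophy was not tested.

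Cartilage and valve genes gave the signal in 3 of 5 genes, with 4 of the list's 11 genes expressed at an FPKM of at least 0.5 in every Chow library. Comp had an FPKM of 22.2, 6.51 and 20.6 in HFpEF replicates 1, 2 and 3 against 1.67 to 3.34 in Chow. Chad had 13.0, 0.281 and 6.84 against 0.345 to 0.669, and Sox9 2.35, 1.11 and 5.08 against 0.697 to 0.908. Cytl1 did not give the signal, with 40.1, 16.7 and 17.4 against 5.56 to 11.6. The median log2 fold change of the 5 tested genes was 1.53. HFpEF replicates 1 and 3 were the highest pair of libraries for 7 of 8 list genes with FPKM of at least 0.1 in a library, where 0.533 genes are expected by chance, and the same pair holds the rise in Thbs1. Valve, annulus or cartilage tissue taken with the ventricles of HFpEF replicates 1 and 3 is therefore a candidate explanation for the rise in Thbs1 in these libraries. The pair was known when the test was chosen. A stronger response of the heart's own fibroblasts in the same mice also stays open. The pair was highest for 7 of 12 fibroblast list genes, where 0.80 are expected by chance, and 11 of the 12 were above every Chow library in all HFpEF libraries. These tests do not decide between these explanations, and genes raised in every HFpEF library have the pair highest more often than this expectation.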

How the results depend on the processing

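Voom, the minimum of 10 recovered reads, the 4-fold ratio of group means and, where a library is left out, keeping the genes of the fit of all 6 libraries were chosen after the data were seen. The form with the FPKM minimum applied again was the one run at first, and the split test was chosen earlier. The cause of a change was not tested unless stated.

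For the 8 genes higher and 0 lower, FPKM as deposited gave 8 and 0, quantile normalization 8 and 1, and no filter 9 and 1. In each of these fits all 8 DEGs were shared. The count of higher genes was 2 with a pseudocount of 1, 3 with a pseudocount of 0.01, 5 with an FPKM minimum of 1, 14 with 10 recovered reads, 2 with the replicate block and 0 with voom (3350 at an unadjusted p under 0.05), each with 0 lower. With the block 2 DEGs were shared. An unadjusted p gave 86 higher and 23 lower, a log2 fold change of at least 1 gave 13 and 1, and eBayes without trend or robust options 15 and 4. The 4-fold ratio of group means gave 210 and 32. The fits that each left out 1 library gave from 2 to 47 higher genes and from 0 to 12 lower, both highest without HFpEF replicate 3, the library farthest from the others on the first principal component. With the FPKM minimum applied again, the counts without Chow replicates 1, 2 and 3 were 2 each, and those without HFpEF replicates 1, 2 and 3 were 1, 19 and 29, with 1 lower in the second and 12 in the third. In these last fits 7 of the 8 DEGs were not tested, since genes at 0 in Chow can reach the minimum in 3 libraries only if all HFpEF libraries remain.

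Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DEGs, the split by group. The other 9 gave 0 DEGs and from 242 to 451 genes at an unadjusted p under 0.05, against 3320. With 10 splits this share cannot be under 0.1. Chow and HFpEF libraries of the same number were no closer than others (r across genes of −0.041, −0.073 and −0.057 for the pairs 1, 2 and 3, against −0.0022 to 0.072), and genes are not independent replicates.

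Thbs1 kept its rise in every alternative, with a log2 fold change from 2.00 to 4.30 across the fits that each left out 1 library. Its adjusted p was under 0.05 only without HFpEF replicate 2, the library where it is near Chow (0.0432, and at 4.30 again 0.0466 with the FPKM minimum applied again, range 0.0432 to 0.377). The Pon1 log2 fold change was 2.72 from log2(FPKM + 0.1), 0.70 with a pseudocount of 1 and 5.76 with 0.01, because its Chow values are 0. Without 1 library it lay between 2.38 and 3.34. Pon1 was not tested in the fits with the FPKM minimum, and quantile normalization gave it no value.

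The overlap of DEGs with the pathway lists was 0 for each list at first. An unadjusted p gave 5 ECM-receptor interaction genes, 6 protein digestion and absorption genes, 7 PI3K-Akt genes and 5 focal adhesion genes, and the ratio of group means gave 13, 11, 15 and 13. Leaving out 1 library gave from 0 to 4, from 0 to 3, from 0 to 4 and from 0 to 4 genes, with adjusted Fisher p as low as 1.63e-05 without HFpEF replicate 2. With the FPKM minimum applied again, leaving out HFpEF replicate 2 gave 3 ECM-receptor interaction, 3 PI3K-Akt and 3 focal adhesion genes, and leaving out HFpEF replicate 3 gave 2 protein digestion and absorption genes. Over these alternatives the adjusted Fisher p for the 4 lists ran from 1.44e-10 to 1.

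The shifts of the lists had an adjusted p under 0.05 in every alternative except these. With fry it was 0.0954 for ECM-receptor interaction, PI3K-Akt signaling, cytokine-cytokine receptor interaction and focal adhesion. With the estimated correlation it was 0.243 for these 4 lists and 0.133 for protein digestion and absorption. For PI3K-Akt signaling it was also 0.0999 without HFpEF replicate 3 with the FPKM minimum applied again, over a range of 0.000366 to 0.243. The median of the kinase cascade class turned negative without HFpEF replicate 3 (adjusted p = 0.659 with the FPKM minimum applied again), and its adjusted p lay between 0.332 and 0.906 with 1 library left out.

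Among single genes, quantile normalization reversed Pecam1 (0.098), Sqstm1 (0.12) and Akt1 (0.0051). Leaving out 1 library gave log2 fold changes from −0.0063 to 0.32 for Itgb1, reversed without HFpEF replicate 3, and the same value (−0.0063) with the FPKM minimum applied again. Medians ranged from −0.59 to 0.035 for skeletal muscle genes and from −0.30 to 1.08 for red blood cell genes across the fits without 1 library. Of 54 single genes and lists outside the main comparisons, 28 kept direction and side of the threshold in every alternative. Across their alternatives 759 values were unchanged in this sense, 97 weaker, 5 stronger and 10 reversed.

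Depth limits the genes at or near 0 in Chow. Their folds are lower bounds, and the fitted log2 fold change of Cfd ran from 5.01 with a pseudocount of 1 to 11.61 with 0.01.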

Differences from the paper's values

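The ratio of group means of at least 4-fold, applied to all genes, was chosen only after the number of DEGs was seen; the other tests below were chosen earlier.

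The paper reports 259 DEGs, and 8 were found here. Of these, the paper reports 254 higher, against 8 here, and 5 lower, against 0 here (3320 genes at an unadjusted p under 0.05). The paper's methods define DEGs by an adjusted p, which was used here, while its results text and the legend of Fig. 2 write p. The methods also name DESeq2, which tests counts, while limma on log2(FPKM + 0.1) was used here. DESeq2 was not run here, so how much of the gap comes from the test is not known. Among the alternatives set before the data were examined, none gave a number of DEGs or of higher genes within 1.5 times the paper's. The closest was an unadjusted p under 0.05, with 109 DEGs, 86 of them higher. For the lower genes, eBayes without trend or robust options gave 4 and closed the gap, and none of the other alternatives set before the data were examined did. A 4-fold ratio of group means with no test gave 242 genes, 210 higher, within 1.5 times the paper's 259 and 254, but 32 lower against the paper's 5. That setting was chosen after seeing the values.

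The log2 fold change of Thbs1 was 3.00 here against the paper's about 4.0 in Fig. 2H, read by eye. Among the alternatives set before the data were examined, the log2 ratio of the group means (3.99) and leaving out HFpEF replicate 2 (4.30) closed the gap.

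The paper reports a rise in Thbs1 by RT-qPCR and western blot, and its text and Fig. 2A count Thbs1 among the DEGs. Here its adjusted p was 0.179 (limma), and it was a DEG only without HFpEF replicate 2 (0.0432), at an unadjusted p (0.0296 from limma) and by the 4-fold ratio of group means, over a range of adjusted p from 0.0432 to 0.377. Pon1, the other gene of Fig. 2H, was not tested at the FPKM minimum and had an adjusted p of 0.190 with no filter and 0.0848 with a minimum of 10 recovered reads (limma). The paper's text calls transcript and protein changes concordant for the genes of the overlap. Fig. 2E, read by eye, shows the Pon1 protein lower in HFpEF, while its transcript was at least 8.11-fold higher. The same figure shows the Thbs1 protein highest in HFpEF replicates 2 and 3, while the transcript in HFpEF replicate 2 (1.74) was near the highest Chow value (1.53). It also shows Nnt protein higher in HFpEF, while the mean Nnt FPKM was 0.198 in HFpEF and 0.329 in Chow. These means are for ENSMUSG00000025453, and reads shared with an overlapping Nnt identifier may be uncounted.

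The paper finds enrichment of the 5 pathways among its DEGs, and the lists used here held 0 of the 8 DEGs. With so few DEGs this count is likely by chance alone and does not argue against enrichment. The ECM-receptor interaction, protein digestion and absorption, PI3K-Akt signaling and focal adhesion lists were enriched (adjusted Fisher p under 0.05) at an unadjusted p, without HFpEF replicate 2 and, by a setting chosen after seeing the values, with the 4-fold ratio of group means. Protein digestion and absorption was also enriched without HFpEF replicate 3 (3 genes). With the FPKM minimum applied again without HFpEF replicate 2, its adjusted Fisher p was 0.0806. No setting gave the cytokine-cytokine receptor interaction list an adjusted Fisher p under 0.05, and its lowest was 0.145.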

Other observations

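The tests on the libraries that share the rise in Thbs1 were chosen only after the results were seen; those on skeletal muscle, cardiomyocyte share, delay before freezing in the DEGs and Nnt were chosen earlier.

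The rise in Thbs1 in HFpEF replicates 1 and 3 and not in replicate 2 was set against other tissues. Adipose tissue is argued against: the ratio of Thbs1 to the summed Cfd, Adipoq, Car3, Cidec and Plin1 differed 61.9-fold between the highest and lowest HFpEF library, where a source of both would keep it steady. For atrial tissue, the ratio to the summed Myl4, Myl7, Sln and Nppa differed 4788-fold, which argues against it too. Smooth muscle of large vessels would make HFpEF replicates 1 and 3 the highest pair for most genes of the smooth muscle and pericyte list. This was so for 5 of 10 genes, with 0.667 expected by chance, and for 5 of the 6 contractile genes. That subset was chosen after the values were seen and was the form of the test run at first, before the whole list replaced it. Acta2 had an FPKM of 421, 48.8 and 262 and Myh11 63.6, 6.99 and 30.4 in HFpEF replicates 1, 2 and 3, against 53.2 to 77.9 and 9.36 to 12.3 in Chow. Smooth muscle cannot be told apart from other sources for Thbs1, since the list divides. A delay before freezing also stays open for Thbs1, with 7 of 27 immediate early genes highest in this pair against 1.80 expected. The valve and cartilage list, with 7 of 8 genes, came closest. Activation of Thbs1 by HFpEF in 2 of the 3 mice was not tested separately and remains possible. Cd36 and Cd47, receptors of Thbs1 chosen after their values were seen, had log2 fold changes of −0.56 (adjusted p = 0.145) and 0.24 (adjusted p = 0.201, limma).

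Other explanations for the rise of the DEGs were tested on marker lists. Skeletal muscle is argued against by a median log2 fold change of −0.34 for its 5 tested genes (0.035 without Chow replicate 1), with 0 of 7 expressed genes over 2-fold above every Chow library in 2 HFpEF libraries. A delay before freezing, as the cause of the DEGs, would raise immediate early genes several times and place many of them among the DEGs. They did rise, with 22 of 26 tested genes higher (camera p = 0.00218, fry p = 0.242, camera with estimated correlation p = 0.357). Their median was 0.51 (quartiles 0.25 and 0.67), or 0.22 without HFpEF replicate 3, and 0 of them were DEGs. By library their median was 0.27, 0.18 and 0.98 in HFpEF replicates 1, 2 and 3, while that of the DEGs was lowest in replicate 3. This argues against a delay as the cause of the DEGs, and a delay as the source of the smaller rise in immediate early genes stays open. A lower share of cardiomyocyte RNA, with no other change in cell types, would raise the markers of every other cell type alike. Endothelial markers instead had a median of −0.30, which was −0.16 with quantile normalization (where its shift no longer passed camera), while fibroblast markers had 1.55 (1.01 without HFpEF replicate 3) and macrophage markers 0.74 (0.38 without HFpEF replicate 3). Both kept their rise with quantile normalization. Ventricular cardiomyocyte markers had a median of −0.61, which was −0.37 without HFpEF replicate 3 and −0.094 with quantile normalization. All 12 of them were lower in every HFpEF library than in every Chow library. A lower share of cardiomyocyte RNA together with a change in endothelial cells was not tested and stays open. A substrain difference in Nnt between the groups would leave the gene expressed in one of them. Its highest FPKM in HFpEF was 0.243 and its lowest in Chow 0.223, so the groups overlapped. These values are for ENSMUSG00000025453. Another Nnt identifier, ENSMUSG00000116207, lies within it and had 0 reads in every library. Whether reads shared by both identifiers were counted was not tested, so the level of Nnt may be understated.

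The remaining marker lists had these medians of log2 fold change. Mesothelium and epicardium had 1.41 (0.88 without HFpEF replicate 2), neutrophils 0.87 (0.48 without HFpEF replicate 2), B cells 0.66 (0.078 without HFpEF replicate 2, 1.22 without Chow replicate 2) and Schwann cells and neurons 0.59. Skin keratinocytes had 0.57, which was 0.27 without Chow replicate 2 and 0.88 without Chow replicate 3. Red blood cells had 0.36, between −0.30 without Chow replicate 1 and 1.08 without Chow replicate 2. Sex chromosome genes had 0.16 (0.066 without Chow replicate 2) and smooth muscle and pericytes 0.055 (0.32 without HFpEF replicate 2). Mitochondrially encoded genes had −1.07, which was −0.42 without HFpEF replicate 3 and −0.19 with quantile normalization. Of the T and NK cell list 1 gene passed the FPKM minimum, and of the lung epithelium list 0 did, so neither has a median. The quantile and left-out values of marker lists were chosen after the data were seen.

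HFpEF replicate 3 differed from the other HFpEF libraries in its matrix genes. Postn had an FPKM of 19.2, 16.2 and 356 in HFpEF replicates 1, 2 and 3, against 4.27 to 5.80 in Chow. In HFpEF replicate 2, Ighm reached 83.0 and Igkc, chosen after its values were seen, 152, against at most 13.2 and 16.0 in the other libraries. No biological explanation was tested for either pattern.

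Genes for proteins that the paper measures in hearts by other assays were examined in the same fit. Nppa, which encodes ANP, had an FPKM of 895, 952 and 8.02 in HFpEF replicates 1, 2 and 3 and 9.10, 15.7 and 197 in Chow (log2 fold change 2.64, adjusted p = 0.457 from limma). Its log2 fold change was 1.48 without HFpEF replicate 2, 1.52 without HFpEF replicate 1 and 4.92 without HFpEF replicate 3. Nppa belongs to the atrial list. Nppb, which encodes BNP, had a log2 fold change of 0.94 (adjusted p = 0.202) with every HFpEF library above every Chow library, and 0.53 without Chow replicate 1. Il1b, Il6 and Tnf did not reach the FPKM minimum in 3 libraries. Pecam1, which encodes CD31, had −0.06 (0.098 with quantile normalization, −0.026 without Chow replicate 1, −0.11 without Chow replicate 3). Of the 33 symbols fixed in advance, 23 were tested, and 0 had an adjusted p under 0.05 over all genes, 1 when adjusted over the list alone and 6 an unadjusted p under 0.05.

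The 48 tested genes of the mitophagy and autophagy list had a median log2 fold change of −0.17, with 7 of them higher (camera p = 0.000596, fry p = 0.0825, camera with estimated correlation p = 0.283). The median was −0.11 without HFpEF replicate 3. By library it was −0.11, −0.13 and −0.35 in HFpEF replicates 1, 2 and 3. Ventricular cardiomyocyte markers had −0.40, −0.37 and −1.05 in the same libraries. A lower share of cardiomyocyte RNA as the source of the fall was not tested for this list and stays open. The log2 fold changes were −0.60 for Map1lc3a, −0.28 for Map1lc3b, −0.13 for Sqstm1 and −0.58 for Pink1, with adjusted p from 0.181 to 0.502 (limma). Sqstm1 reversed with quantile normalization (0.12), and Map1lc3a was then −0.15, Map1lc3b −0.16 and Pink1 −0.21. Map1lc3a was −0.38 and Pink1 −0.30 without HFpEF replicate 3.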
